# Inflammation-Mediated Genetic and Epigenetic Alterations Drive Cancer Development in the Neighboring Epithelium upon Stromal Abrogation of TGF-β Signaling

**DOI:** 10.1371/journal.pgen.1003251

**Published:** 2013-02-07

**Authors:** B. R. Achyut, David A. Bader, Ana I. Robles, Darawalee Wangsa, Curtis C. Harris, Thomas Ried, Li Yang

## Abstract

Deletion of tumor suppressor genes in stromal fibroblasts induces epithelial cancer development, suggesting an important role of stroma in epithelial homoeostasis. However, the underlying mechanisms remain to be elucidated. Here we report that deletion of the gene encoding TGFβ receptor 2 (*Tgfbr2*) in the stromal fibroblasts (Tgfbr2^fspKO^) induces inflammation and significant DNA damage in the neighboring epithelia of the forestomach. This results in loss or down-regulation of cyclin-dependent kinase inhibitors p15, p16, and p21, which contribute to the development of invasive squamous cell carcinoma (SCC). Anti-inflammation treatment restored p21 expression, delayed tumorigenesis, and increased survival of Tgfbr2^fspKO^ mice. Our data demonstrate for the first time that inflammation is a critical player in the epigenetic silencing of p21 in tumor progression. Examination of human esophageal SCC showed a down-regulation of TGFβ receptor 2 (TβRII) in the stromal fibroblasts, as well as increased inflammation, DNA damage, and loss or decreased p15/p16 expression. Our study suggests anti-inflammation may be a new therapeutic option in treating human SCCs with down-regulation of TβRII in the stroma.

## Author Summary

Cancer is no longer regarded as a problem of solely cancer cells. The development and metastasis of cancers clearly involves many aspects of the host. We sought to identify the molecular mechanisms underlying epithelial cancer development due to alterations in stromal cells. Using an animal model in which TGF-β signaling is deleted in stromal fibroblasts, we found that inflammation and DNA damage are induced in the epithelial compartment and are responsible for the loss of cell cycle–dependent kinase inhibitors, leading to the compromise of epithelial cell cycle control. These results are important in understanding the stromal-tumor cross talk which has been an important focus in cancer biology in recent years. Our findings suggest that careful examination of the stromal compartment is important and that anti-inflammation therapy may be a new chemoprevention option for epithelial cancer development.

## Introduction

Mounting evidence supports a cross talk between epithelial and stromal cells in cancer progression mediated by paracrine signals and extracellular matrix components [1], [2]. For example, in a prostate cancer model, epithelial tumor progression induces loss of p53 function in stromal fibroblasts [3]. Conversely, in a breast tumor model, deletion of *Pten* in stromal fibroblasts promoted tumor progression associated with massive extracellular matrix (ECM) remodeling, immune cell infiltration, increased angiogenesis, and increased recruitment of the Ets2 transcription factor to targeted gene regulation [4]. Likewise, conditional expression of a mutant allele of *APC* gene in murine uterine stromal cells resulted in endometrial gland hyperplasia progressing to endometrial carcinoma *in situ* and invasive endometrial adenocarcinoma [5]. Furthermore, deletion of *Notch1* in epidermal keratinocytes has significant impact on the stromal microenvironment, promoting skin carcinogenesis [6]. This crosstalk has been witnessed in human sporadic breast cancers: somatic *TP53* mutations in stroma but not epithelia were associated with regional nodal metastases [7]. These studies suggest that epithelial and stromal cell signaling influence one another and may co-evolve during the course of tumor progression [2].

The autocrine and paracrine actions of transforming growth factor-β (TGF-β) have been well documented in stromal and tumor cell interaction [8], [9]. Deletion of *Tgfbr2* in a variety of epithelial cells results in a more aggressive tumor phenotype in mammary, pancreatic, colon, intestinal, head and neck, anal and genital tumors (reviewed by Yang [9]). The mechanism underlying this observation involves increased infiltration of immune cells in the tumor microenvironment [8]–[11]. Interestingly, conditional knockout of the *Tgfbr2* gene in a subset of stromal fibroblasts (FSP1+ cells) contributes to the transformation of epithelia and results in invasive squamous cell carcinoma (SCC) in mouse forestomach [1]. The deletion of *Smad4*, a downstream mediator of TGF-β signaling in T cells, results in spontaneous epithelial cancers throughout the gastrointestinal tract in mice [12]. Unexpectedly, epithelial-specific deletion of *Smad4* did not result in the same tumor phenotype [12]. The impact of stromal TGF-β on epithelial cancers was also demonstrated in a tissue recombination model wherein loss of TβRII function in 50% of immortalized human prostate fibroblasts resulted in malignant transformation of the nontumorigenic human prostate epithelial cells [13]. These studies suggest that stromal loss of TGF-β signaling induces epithelial transformation. One of the mechanisms delineated in these studies involves hepatocyte growth factor (HGF) overproduction by Tgfbr2^fspKO^ stroma and activation of c-MET signaling on adjacent epithelia through paracrine signaling, resulting in epithelial hyperproliferation [1], [14]. However, it is unclear whether changes in stromal cells induce genetic and epigenetic alterations in the epithelial compartment, and if so, what are the underlying molecular mechanisms?

Here we report that stromal deletion of *Tgfbr2* induced inflammation resulted in DNA damage, loss of p15 and p16, promoter methylation of p21, and increased epithelial proliferation, i.e. the development of SCC. We showed for the first time that down-regulation of TGF-β signaling in the stroma has significant impact on the genetic and epigenetic components of the adjacent epithelial compartment through inflammation mediated mechanisms. Therefore, therapeutic targeting of inflammation may be a useful strategy in treating human SCCs with down-regulation of TβRII in the stroma.

## Results

### Deletion of *Tgfbr2* in FSP1+ Stromal Cells Induces Loss of p15 and p16 in the Neighboring Epithelial Compartment

Stromal cells and their signaling pathways have significant impact on epithelial tumor progression [4], [12], [13]. Specific deletion of *Tgfbr2* in FSP1+ fibroblasts (Tgfbr2^fspKO^) induced development of SCC in forestomach with 100% penetrance [1] (Figure 1A, left panel). These mice die by 7 weeks with a median survival of 38 days (Log rank p<0.001) (Figure 1A, right panel). Examination of Tgfbr2^fspKO^ forestomach between embryonic day 16 (E16) and 5 weeks of age suggested that hyperplasia began during week 3 and was followed by dysplasia, carcinoma *in situ*, and invasive SCC (Figure S1A). Here we investigated the molecular mechanisms that are responsible for the development of SCC due to loss of *Tgfbr2* in the stromal compartment. We first confirmed the specific deletion of *Tgfbr2* in stromal fibroblasts using TβRII immunofluorescence (Figure S1B) and β-galactosidase IHC in FSP1-Cre/Rosa26 reporter mouse tissue (Figure S1C). The absence of p-smad2 nuclear localization in stroma was used as an indicator for the absence of TGF-β signaling (Figure S1D) [1].

**Figure 1:**
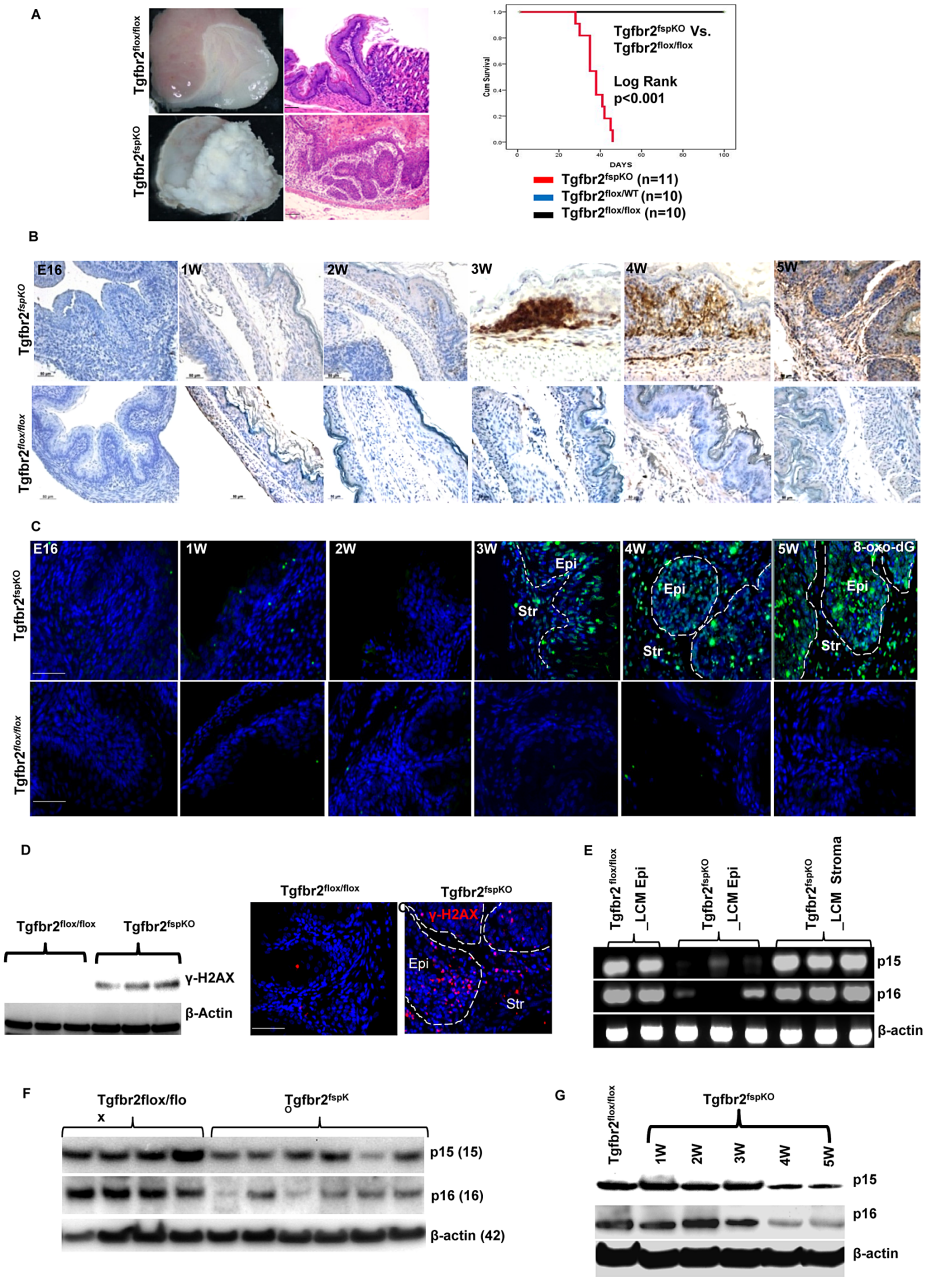
Stromal deletion of Tgfbr2 promotes inflammation-induced DNA damage and loss of *p15 and p16*. (A) Tgfbr2^fspKO^ mice developed forestomach SCC with 100% penetrance (left panel, scale bar: 50 µm). Mice died within 7 weeks with a median survival of 38 days (Kaplan Meier survival curve, Log rank p<0.001) (right panel). (B) IHC of CD45+ leukocytes in forestomach tissues of Tgfbr2^fspKO^ and Tgfbr2^flox/flox^ mice from embryonic day 16 (E16) to 5 weeks. Scale bar: 50 µm. (C) Immunofluorescence staining of 8-oxo-dG of forestomach samples of Tgfbr2^fspKO^ and Tgfbr2^flox/flox^ mice from E16 to 5 weeks. Scale bar: 100 µm. (D) Western blot of γ-H2AX from protein samples of Tgfbr2^fspKO^ and Tgfbr2^flox/flox^ forestomach (n = 3 mice for each group) (left panel), with Immunofluorescence staining of γ-H2AX on the right panels. Scale bar: 100 µm. (E) Genomic PCR of p15 and p16 from epithelial and stromal cells laser-dissected from Tgfbr2^fspKO^ and Tgfbr2^flox/flox^ forestomach tissues. The input for genomic PCRs was normalized with β-actin. (F) Western blot of p15 and p16 in the epithelial layer of forestomach from Tgfbr2^fspKO^ (n = 6) and Tgfbr2^flox/flox^ mice (n = 4). (G) Western blot of time course studies of p15/p16 expression in the epithelial layer of forestomach, showing reduced expression of p15 and p16 from 4 week of age in the Tgfbr2^fspKO^ mice. Str: Stroma; Epi: epithelia.

Tgfbr2^fspKO^ SCC tumors showed substantial infiltration of CD45+ leukocytes between weeks 3 and 5 compared to Tgfbr2^flox/flox^ littermates (Figure 1B), indicating an inflammatory reaction due to loss of *Tgfbr2* in stromal fibroblasts. Inflammation is a critical player in carcinogenesis and is known to cause DNA damage as well as histone modification in cancer [15], [16]. We thus examined DNA damage in forestomach sections of Tgfbr2^fspKO^ and Tgfbr2^flox/flox^ mice using immunofluorescence staining of 8-oxo-2′-deoxyguanosine (8-oxo-dG), a major product of DNA oxidation indicative of DNA damage. Interestingly, DNA damage was initially detected in mice at 3 weeks of age and became progressively worse by 5 weeks (Figure 1C) concomitant with infiltration of CD45+ leukocytes. The expression of γ-H2AX (Figure 1D), a histone molecule associated with DNA double strand breaks, was also increased in Tgfbr2^fspKO^ mice. The 8-oxo-dG and γ-H2AX were not seen in the forestomach of Tgfbr2^flox/flox^ control mice (Figure 1D, left and middle panels). Our data suggest that loss of *Tgfbr2* in FSP1+ stromal cells induced inflammation and DNA damage.

DNA damage often results in chromosomal aneuploidy [17] and alteration of epigenetic marks including acetylation, methylation, and ubiquitylation [18]. 

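For array-CGH, in which test and reference genomic DNA carry different dyes and compete for the same probes, DNA from laser captured forestomach epithelia and stroma of 3 Tgfbr2 fspKO mice was hybridized to 6 arrays, 1 per tissue and mouse. On every array the test DNA was labeled with Cy3 and the reference DNA, from epithelia of Tgfbr2 flox/flox mice, with Cy5, so that no dye swap separates the dye from the sample. The arrays of mice 1 and 2 were on 1 slide and those of mouse 3 on another, and each slide held both tissues. The authors extracted the spot signals with Agilent Feature Extraction, which subtracted the background and scaled the dyes linearly. The positions in their files are those of the mouse genome build mm8. Each array measured 42404 different probes, of which 42235 lay on chromosomes 1 to 19 and X. The median distance between neighboring probes was 21827 bp. The paper gives the array format as 4×44 K, whereas the sample labels give 4×180 K. The files hold 45220 spots per array. Here, the log2 ratio of the processed signals was taken as test over reference and centered on the median of each array, so that a negative value stands for less DNA in the Tgfbr2 fspKO sample than in the reference. The test channel was well above background at 92.9%, 87.9% and 98.3% of the probe spots in the epithelia of mice 1, 2 and 3, and at 97.2%, 89.7% and 94.6% in the stroma. The spread of the log ratio between neighboring probes, as given by Feature Extraction, was 0.835 in the epithelia of mouse 2 and between 0.395 and 0.488 on the other arrays. The software placed it outside its accepted range on all 6. No Tgfbr2 flox/flox mouse was measured as a test sample, so the ratios do not give the spread between control mice. With 3 mice per tissue, an exact permutation test of epithelia against stroma cannot give a two-sided p below 0.1, and the number of arrays limits the precision of every value. The files pair no probe with a gene, and the gene positions at hand are those of another build, so the probes of Cdkn2a and Cdkn2b were not picked out by name. Chromosome 4 was searched at every position instead, a procedure set after the files were opened and before any log ratio was set against its position.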

We evaluated genetic alterations using array-CGH and genomic DNA PCR. We first analyzed epithelial cells isolated from forestomach tumors of Tgfbr2^fspKO^ mice. We found a loss of band C4 of chromosome 4 (Figure S2A), which contains CDK inhibitors *Cdkn2b/p15^INK4B^* (p15), *Cdkn2a/p16^Ink4A^* (p16), and *Cdkn2a/p19Arf*. Loss of p15 and p16 tumor suppressor genes is a frequent event in human and mouse cancers [19], [20]. We confirmed loss of p15 and p16 using array-CGH and genomic PCR of epithelial cells from tumor tissue sections of 5 week old Tgfbr2^fspKO^ mice using laser capture microdissection technology (Figure S2B and S2C, Figure 1E). 

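Over the 2507 probes of chromosome 4, the 5 consecutive probes with the lowest mean log2 ratio in the epithelia lay from 88654555 to 88864773 of mm8, with a mean of -3.21 ± 0.27 (SD, n = 3 mice). In a permutation test that shifted each array along the chromosome 10000 times, a run as low gave a one-sided p of 0.0001, the smallest that the shifts can give. With 3 probes the lowest run lay from 88763392 to 88864773, and with 10 and 20 probes it began at 88759685. The value moved most when only probes well above background in both channels on all arrays were kept. The lowest run then began at the same position as with 10 probes and had a mean of -0.95 (p = 0.0016 by the same permutation test). Of the 4 low probes given below, this filter kept only 1, at 88759685. The other probes of the filtered run lay outside the low stretch. The kept probe had a mean ratio of -4.04 in the epithelia before the filter, so -0.95 does not give the depth at that probe. The low values came from 4 consecutive probes between 88759685 and 88864773, a run picked out after the ratios were seen. Its mean log2 ratio was -4.42 in the epithelia of mouse 1, -3.56 in mouse 2 and -3.87 in mouse 3. On each array it was the lowest of all runs of 4 autosomal probes (40603, 40608 and 40595 runs). Over the 3 mice the mean was -3.95 ± 0.43 (SD, n = 3), with a two-sided exact sign-flip permutation p of 0.25, the smallest that 3 mice allow. Probe by probe, the ratio was -4.04 ± 0.38 at 88759685 to 88759744, -3.23 ± 0.18 at 88763392 to 88763451, -3.89 ± 0.39 at 88769295 to 88769354 and -4.65 ± 1.40 at 88864714 to 88864773 (SD, n = 3 each). The adjusted p in limma was 0.000104, 0.00781, 0.000104 and 0.00183 for these 4 probes. No other probe of chromosome 4 was past 0.05, and without mouse 3 none of the 4 was when the adjustment covered all probes. With the adjustment over chromosome 4 alone, 3 probes of this chromosome were past it without mouse 3, all lower. The first of them was well above background in the test channel on all 3 epithelial arrays, the third and the fourth on 1 array each and the second on 0. For the second probe, the Cy3 signal after loess and Aquantile normalization was at least 2.93-fold lower in the epithelia than in the stroma, a comparison within 1 dye that is open to dye bias. The nearest probe before the run ended at 88654614, with log2 ratios of 0.18, -0.61 and -0.36 in mice 1, 2 and 3. The nearest one after it began at 89184415, with -0.32, -0.53 and 0.27. The low stretch was thus at least 105 kb and at most 530 kb long. The 4 probes were not assigned to Cdkn2a or Cdkn2b. Outside this run, 7 single probes on chromosomes 8, 9 and 13 were also below -2 in the epithelia of all 3 mice.

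**Figure D1:**
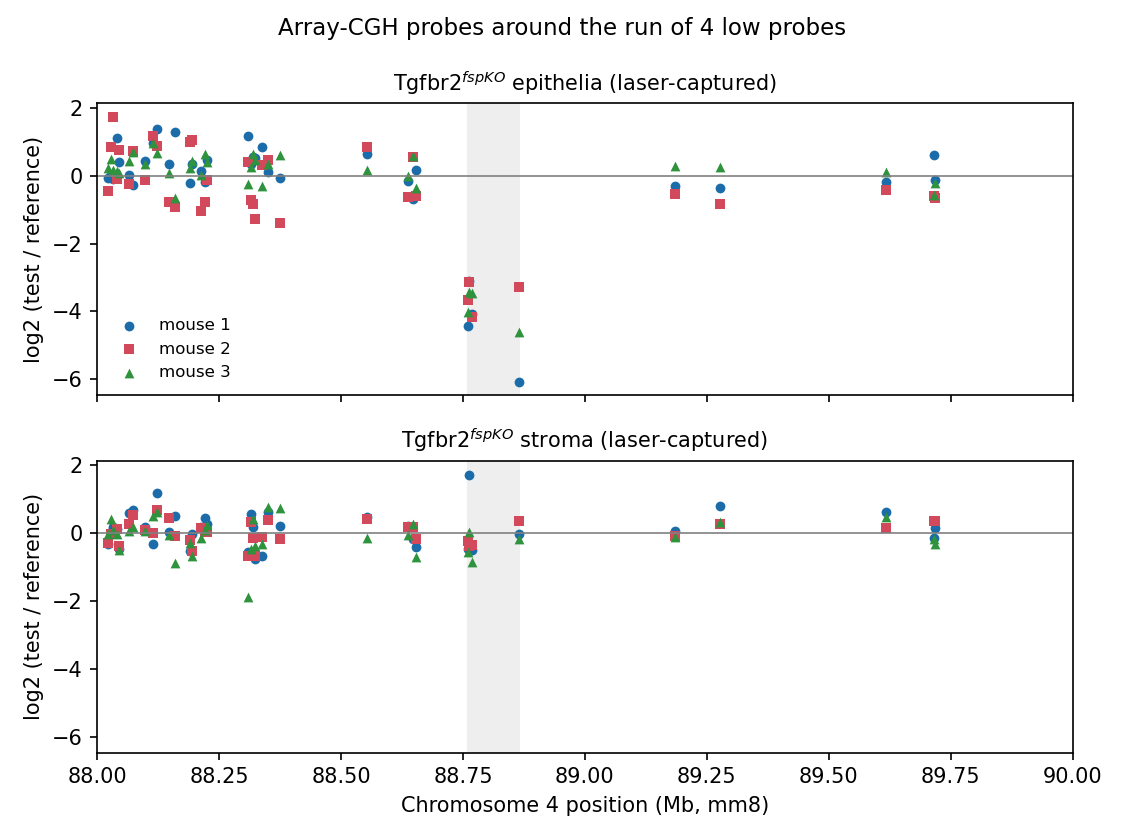
Log2 ratio of test over reference DNA (vertical axis) of each of the 37 probes between 88 and 90 Mb of chromosome 4 in mm8 (horizontal axis), in the laser captured epithelia (top) and stroma (bottom) of the 3 Tgfbr2 fspKO mice, with a symbol and color per mouse and the extent of the 4 low probes shaded. In the epithelia the 4 shaded probes lie between -6.07 and -3.12 in every mouse, while in the stroma they lie between -0.85 and 1.71.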

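In the RefSeq gene table of the mouse assembly GRCm38, p16INK4a and p19ARF are synonyms of a single gene, Cdkn2a, which is listed on chromosome 4 with 2 transcripts and 2 proteins. The next protein-coding gene after it is Cdkn2b, whose synonyms include p15INK4b, and the protein-coding genes on the outer sides of the pair are Mtap and Dmrta1. The arrays carry positions of another build, so this table was used for names and neighbors only.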

*Cdkn2a/p19^Arf^* is an alternative reading frame in the same locus that harbors p16, it is presumably deleted along with p16. These genetic alterations were not detected in the stromal compartment of the forestomach sections from Tgfbr2^fspKO^ mice (Figure S2C and Figure 1E). 

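In the stroma of the same 3 mice, the 4 probes of chromosome 4 from 88759685 to 88864773 had mean log2 ratios of 0.18, -0.16 and -0.39 in mice 1, 2 and 3, or -0.12 ± 0.29 (SD, n = 3). All 4 probes were well above background in the test channel on all 3 stromal arrays. Among all runs of 4 autosomal probes, this run ranked 28243, 12006 and 2264 from the lowest on these arrays. The lowest adjusted p among its probes was 0.420 in the stroma (limma), and 0.10 in a limma fit of the stromal arrays alone. The difference between epithelia and stroma was -3.83 on the log2 scale, larger than the SD of either tissue, with no overlap between the 3 epithelial and the 3 stromal arrays (two-sided exact permutation p of 0.1, the smallest possible). Its size depends on the background correction, since with normexp it was -2.24, and the cause of this change was not tested. In the test channel, 3 of the 4 probes were near background on at least 2 epithelial arrays. In limma, 3 of the 4 probes were past an adjusted p of 0.05 for this difference, and all 4 were with the mouse as a replicate block. With the slide as a block, or without mouse 1 or mouse 3, none was when the adjustment covered all probes. The 5 consecutive probes with the lowest mean on chromosome 4 in the stroma were at another place, from 117706243 to 117858458. Their mean was -0.53 ± 0.40 (SD, n = 3), with a one-sided permutation p of 0.123 from shifted arrays.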

Western analysis of forestomach tumor tissues from Tgfbr2^fspKO^ mice showed loss of or decreased expression of p15 and p16 proteins (Figure 1F), which was detected from 4 week of age (Figure 1G), one week after the inflammation onset (Figure 1B). p15 and p16 are critical mediators in cell cycle control and are important in suppressing tumor development [19]. Our data suggest that deletion of *Tgfbr2* in FSP1+ stromal cells induced a loss of p15 and p16 in epithelial cells.

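Over all 42404 probes, 10 were past an adjusted p of 0.05 in the epithelia (limma with Benjamini-Hochberg adjustment), 9 lower and 1 higher than the reference, and 4 of the lower ones were on chromosome 4. In the stroma 2 probes were past it, 1 higher and 1 lower, with a spread estimated over all 6 arrays. A fit of the 3 stromal arrays alone gave 1374 (541 higher and 833 lower), 72 of them on chromosome 4. For epithelia minus stroma 7 were, all lower in the epithelia, and 3 of them were on chromosome 4. At an unadjusted p under 0.05 there were 4525, 4881 and 2841 probes. The higher probe, at 66726250 of chromosome 1, was the same in both tissues, with a log2 ratio of 2.03 in the epithelia and 3.52 in the stroma. The lower probe of the stroma, at 5773742 of chromosome 5, had a ratio of -2.90. A probe at 9678947 of chromosome 13 had -4.60 in the epithelia and a difference of -3.85, and a probe at 54703687 of chromosome 9 had a difference of -4.32. An ordinary test per probe without limma's pooled spread gave 0 in each comparison after the same adjustment, and without mouse 3 limma gave 0 as well. Circular binary segmentation, which divides each chromosome into stretches of equal ratio, called 20, 60 and 9 stretches of at least 3 probes with a mean beyond 0.25 in the epithelia of mice 1, 2 and 3. It called 34, 0 and 9 in the stroma. The run of chromosome 4 was called lower in all 3 epithelia, with 4 probes in mice 1 and 2 and 5 in mouse 3, and in no stroma. Among probes well above background, which hold 1 of the 4, it lay in stretches of 977, 174 and 975 probes with means of -0.26, -0.29 and -0.24. A score of the ADM kind called the 4 probes in mouse 2, and stretches of 1560 and 1553 probes with a mean of -0.23 each in mice 1 and 3. The other stretch called on all 3 epithelial arrays, 17 probes from 69561599 to 71263571 of chromosome 1, had a mean of -0.91 ± 0.18 in the epithelia and -0.86 ± 0.15 in the stroma (SD, n = 3 each), a difference smaller than either SD. From its data, which include genomic PCR and the Western blots in Figure 1F and 1G, the paper proposes that deletion of Tgfbr2 in FSP1+ stromal cells induced a loss of p15 and p16 in epithelial cells.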

### Alteration of Cell Cycle Mediators and Increased Proliferation in the Forestomach Epithelia of Tgfbr2^fspKO^ Mice

Our data suggest a dysregulation of the G_1_ cell cycle checkpoint in epithelial cells due to loss of *Tgfbr2* in FSP1+ stromal cells. We next examined several critical molecules in cell cycle control. The expression of Cyclin D1 was increased in the forestomach of 5 week old Tgfbr2^fspKO^ compared to Tgfbr2^flox/flox^ mice (Figure 2A). Likewise, expression of phospho-p53 (p-p53) was increased (Figure 2A), likely in response to DNA damage (Figure 1C). No mutation was found in p53 (data not shown). Surprisingly, expression of *Cdkn1a/p21* (p21), the downstream mediator of p53, was reduced in the forestomach of Tgfbr2^fspKO^ mice at 3 weeks of age but with more profound reduction at 4 weeks (Figure 2A and 2B). Suspecting epigenetic regulation of p21 expression in tumor cells, we performed pyrosequencing and found an increased methylation of CpG in the p21 promoter in forestomach tumor samples of *Tgfbr2^fspKO^* (77%) compared to that of *Tgfbr2^flox/flox^* mice (29%) (Figure 2C, left panel). We then treated forestomach tumor epithelial cells (1096, isolated from SCC of FSP-Cre/RII knock out mouse, and kept in low passages) with the DNA methyltransferase inhibitor 5-aza 2′ deoxycytidine (Decitabine) at 5 uM concentration for 48 hours. We observed increased expression of p21 at both the mRNA and protein level, and decreased cell proliferation compared to untreated cells (Figure 2C, right panel, and Figure S3A). Our data suggest that methylation of the p21 promoter likely prevented p53-mediated p21 transcription, resulting in decreased expression of p21 in Tgfbr2^fspKO^ mice. Together, these data support a loss of cell cycle mediators in epithelial cells due to a loss of *Tgfbr2* in stromal compartment in Tgfbr2^fspKO^ mice.

**Figure 2:**
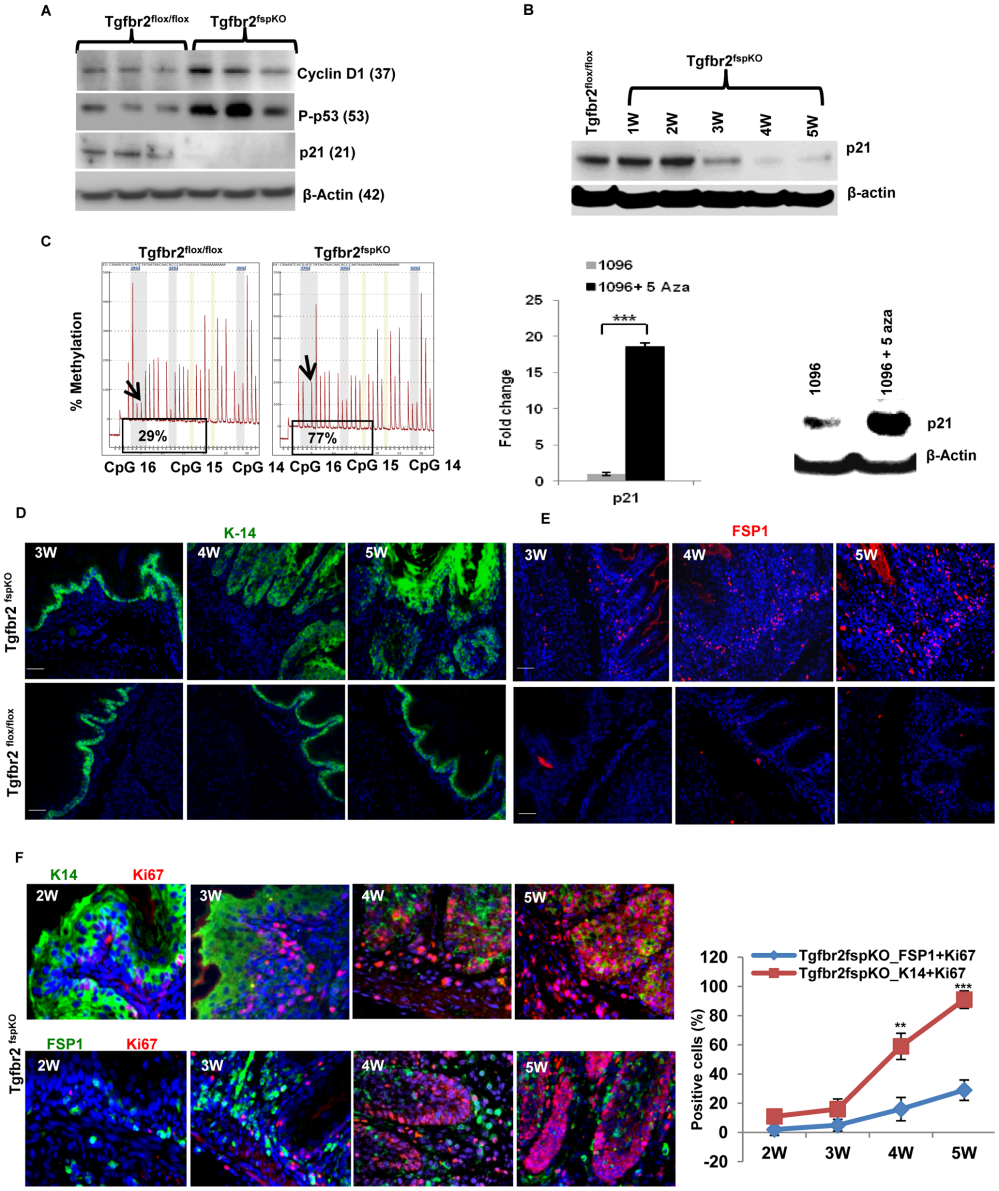
Methylation of *p21* promoter, cell cycle alterations, proliferation, and SCC development. (A) Western blot of cyclin D1, p53 and p21. Proteins were extracted from the epithelial layer of forestomach tissue of Tgfbr2^fspKO^ and Tgfbr2^flox/flox^ mice (n = 3 for each group). (B) Time course studies of p21 expression by Western blot, showing p21 expression reduced in the forestomach of Tgfbr2^fspKO^ mice at 3 week of age but with more profound reduction at 4 weeks. (C) Pyrosequencing data showing % methylation of p21 promoter (CpG 16) in forestomach tumor samples of *Tgfbr2^fspKO^* (77%) compared to that of *Tgfbr2^flox/flox^* mice (29%), left panel; increased expression of p21 mRNA (Q-PCR, middle panel) and protein (Western blot, right panel) after 5-aza 2′ deoxycytine treatment. Epithelial cells 1096 was isolated from Tgfbr2^fspKO^ mice and treated at 5 µM dose for 48 hours. (D and E) Immunofluorescence staining of K-14 (D, green) and FSP1 (E, red) in forestomach tissues of Tgfbr2^fspKO^ and Tgfbr2^flox/flox^ mice at 3, 4, and 5 weeks. Scale bar: 50 µm. (F) Co-immunofluorescence staining of Ki-67 (red) with K-14 or FSP-1 (green) showing proliferation in epithelial and stromal compartments in Tgfbr2^fspKO^ mice. Scale bar: 150 µm. **P<0.01 and ***P<0.001. Three mice were evaluated. Shown is one of the two experiments performed.

We next evaluated cell proliferation in the forestomach of Tgfbr2^fspKO^ and control mice as downregulation of p15, p16 and p21 may lead to increased proliferation. Forestomach tissue from 3, 4, and 5-week old mice, was collected and stained with FSP1 (stroma) and cytokeratin-14 (K14) (epithelium). Using immunofluorescence, we observed hyperplasia at 4 weeks and dysplasia/carcinoma *in situ* at 5 weeks in the epithelial compartment (Figure 2D), and increased FSP1+ cells in Tgfbr2^fspKO^ mice (Figure 2E). The latter was likely due to deletion of *Tgfbr2* and loss of growth inhibition. Co-staining of Ki-67, a marker of cellular proliferation, with K14 or FSP1 showed the extent of proliferation was more pronounced in the epithelial compartment compared to the stromal compartment (Figure 2F). Interestingly, the epithelial compartment had very few apoptotic cells compared to the stromal compartment (Figure S3B). Together, these data suggest that absence of TGF-β signaling in stromal fibroblasts likely induced uncontrolled proliferation and decreased apoptosis in the epithelial compartment.

### Inflammatory Mediators and the Tumor Microenvironment of SCC in Tgfbr2^fspKO^ Mice

Inflammation has been shown to play an important role in carcinogenesis. To characterize the role of inflammation in Tgfbr2^fspKO^ mice, we collected forestomach tissue from 4 week old Tgfbr2^fspKO^ and Tgfbr2^flox/flox^ control mice for Western analysis. We found an increased expression of inducible nitrogen oxide synthatase (NOS2), cyclooxygenase 2 (COX2), and nuclear factor (NF) κB subunit (p65) in forestomach epithelail layer samples of 4 week old Tgfbr2^fspKO^ mice compared to control mice (Figure 3A, left and right panels). The increased expression of NOS2, COX2, and p65 was found in both the stromal and epithelial compartments (Figure 3B). IFN-γ and TNF-α were significantly increased in the tumor tissues (Figure 3C), suggesting a type I inflammatory response associated with the development of SCC frequently observed in gastrointestinal cancers [21].

**Figure 3:**
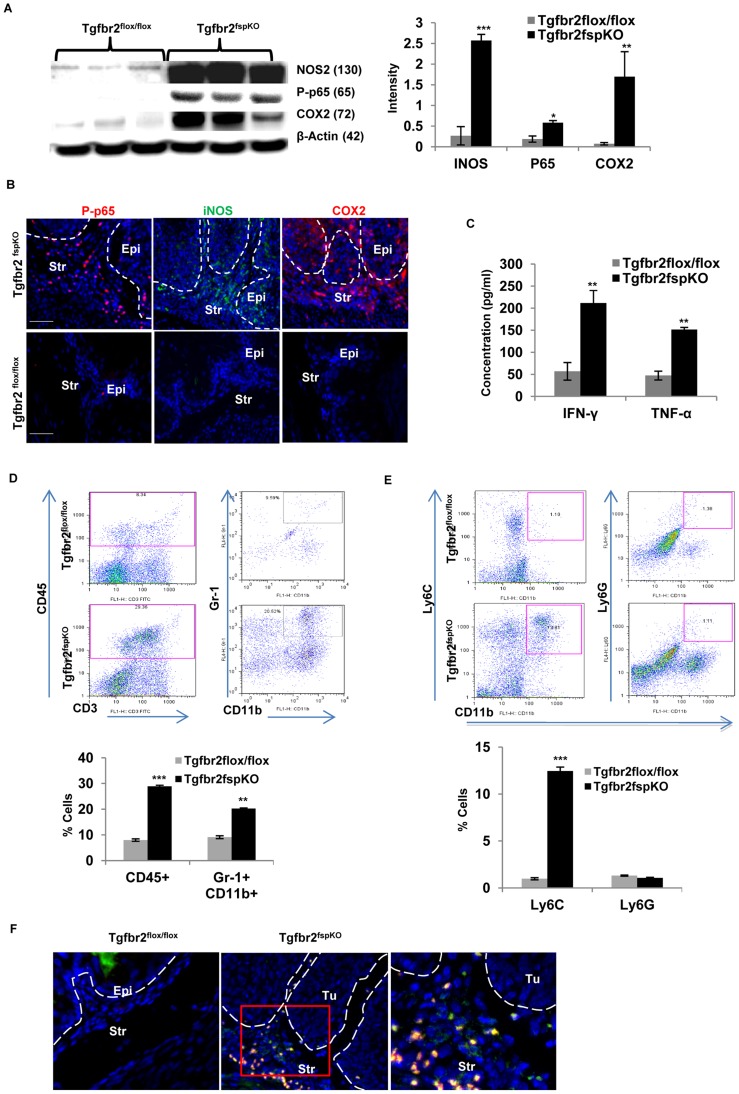
Inflammatory mediators and tumor microenvironment in SCC. (A) Western analysis of iNOS, COX2, and p65 in tumor tissue and equivalent normal tissue layer of 5 week old Tgfbr2^fspKO^ and Tgfbr2^flox/flox^ mice (n = 3 for each group), semi-quantitative data from band density is on the right panel (right panel). (B) Immunofluorescence staining of iNOS, COX2, and p65 of forestomach in 4-week-old Tgfbr2^fspKO^ mice compared to Tgfbr2^flox/flox^ control mice. (C) Bioplex assay of IFN-γ and TNF-α of forestomach samples of 5 week old Tgfbr2^fspKO^ and Tgfbr2^flox/flox^ mice. (D) Flow cytometry of CD45+ and Gr-1+CD11b+ cells from single cell suspension of forestomach of Tgfbr2^fspKO^ and Tgfbr2^flox/flox^ mice (dot plots in left panels), with quantitative data in the lower panel. (E) Flow cytometry analysis of LY6C+ and LY6G+ subsets of Gr-1+CD11b+ cells from (D), quantitative data is in the lower panel. (F) Immunofluorescence staining of CD4 and IL17A of forestomach in 5-week-old Tgfbr2^fspKO^ mice compared to Tgfbr2^flox/flox^ control mice. Error bars represent standard deviation (SD). *P<0.05, **P<0.01 and ***P<0.001. Three mice were evaluated in each group. Shown is one of the two experiments performed. Str: Stroma; Epi: epithelia.

Inflammation promotes migration and infiltration of leukocytes, certain types of which are known to have significant impact on tumor microenvironment and tumor progression. We further characterized the subsets of infiltrating immune cells described earlier (see figure 1). We found a significant increase in CD45+ cells in the forestomach of 5-week-old Tgfbr2^fspKO^ compared to control Tgfbr2^flox/flox^ mice (29.36% vs 8.34%) (Figure 3D). The increased immune cells included Gr-1+ CD11b+ cells (20.52% vs 9.59%), also known as myeloid derived suppressor cells (MDSCs). These MDSCs are mostly monocytic subset Ly6C+CD11b+ (13.81% vs 1.10%) but not Ly6G+CD11b+ cells (Figure 3E). MDSCs have significant impact on tumor microenvironment [8], [21], [22] and are well known for their role in cancer associated immune suppression [23]. In addition, there was a significant presence of TH17 cells that stained for CD4+IL17A+ by immunofluorescence staining in 5-week-old Tgfbr2^fspKO^ compared to control Tgfbr2^flox/flox^ mice (Figure 3F). These findings reveal considerable alteration in the cellular and molecular properties of the tumor microenvironment in Tgfbr2^fspKO^ compared to Tgfbr2^flox/flox^ mice, suggesting that multiple inflammatory mediators interacting with an altered microenvironment are implicated in the progression of SCC following deletion of TGF-β signaling in stromal fibroblasts.

### Anti-Inflammation Treatment Significantly Delayed SCC Development and Prolonged Survival of Tgfbr2^fspKO^ Mice

To investigate the role of inflammation in SCC development, Tgfbr2^fspKO^ mice were treated with the COX2 inhibitor (Celecoxib). Celecoxib treatment significantly improved body size and weight, decreased tumor burden, and increased lifespan of Tgfbr2^fspKO^ mice from 28 to 49 days (Figure 4A, left and right panels and Figure S4A and S4B). The median survival of Celecoxib treated Tgfbr2^fspKO^ mice was 53 days compared to 38 days in untreated mice (Log rank p<0.001) (Figure 4A, left and right panels and Figure S4A and S4B). This was accompanied by reduced infiltration of CD45+ leukocytes and decreased hyperplasia (Figure 4B). Surprisingly, treatment with L-NAME, an inhibitor of NOS2, did not significantly affect body weight and tumor burden or lifespan despite decreased serum levels of nitric oxide to normal baseline (Figure S4A and S4B, Figure S5A and S5B).

**Figure 4:**
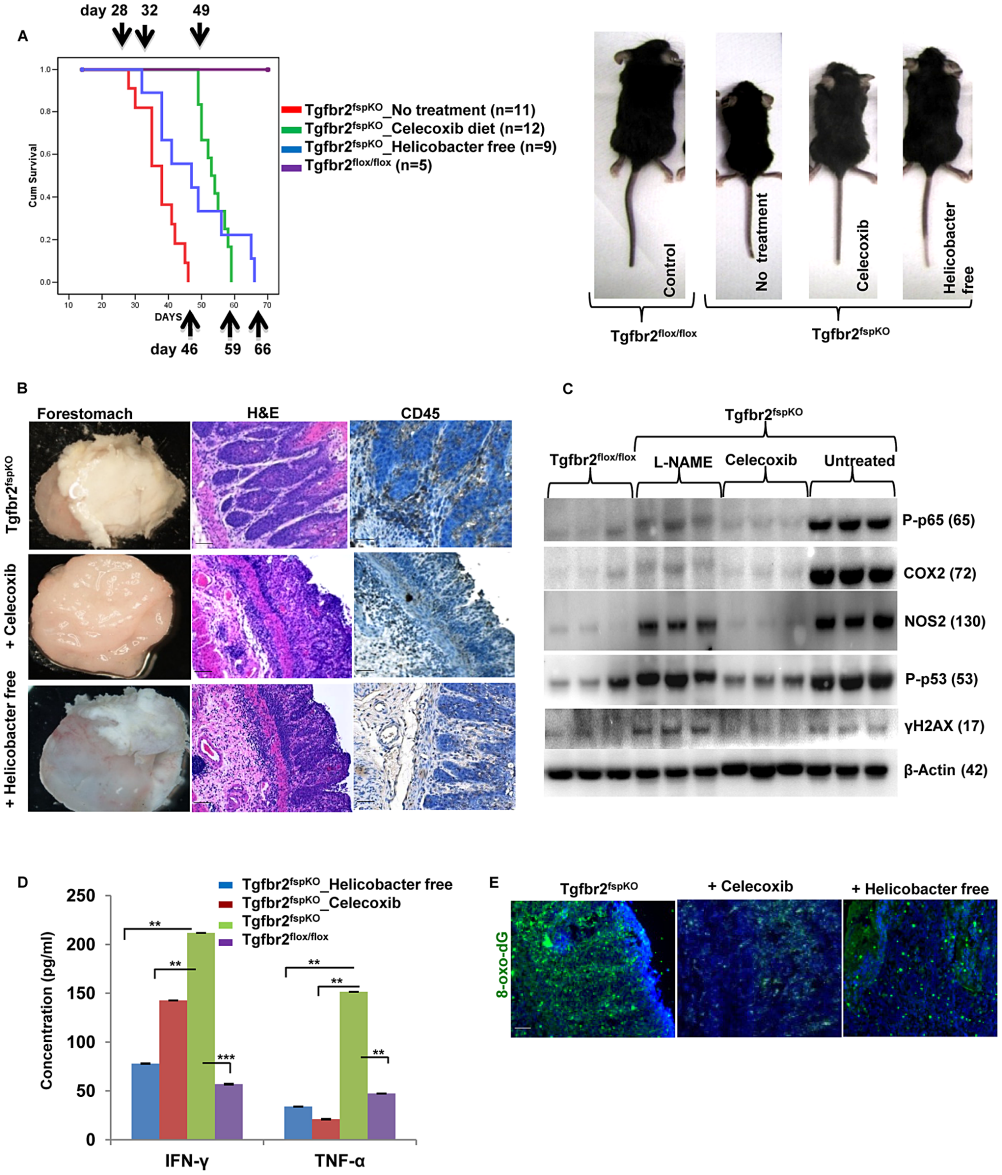
Anti-inflammation delays SCC development and prolongs survival of Tgfbr2^fspKO^ mice. (A) Kaplan survival curve of Tgfbr2^fspKO^ mice treated with Celecoxib or housed in Helicobacter free environment. The pups received the Celecoxib starting the second week after birth, together with the nursing mother mouse in the same cage. The treatment continued after weaning. (B) Celecoxib-treated and Helicobacter free Tgfbr2^fspKO^ mice displayed decreased hyperplasia and CD45+ infiltration by histopathology compared to untreated Tgfbr2^fspKO^ mice. Forestomach samples from 5 week mice stained for H&E and CD45. Scale bar: 20 µm. (C) Western blot analysis of iNOS, COX2, p65, γ-H2AX and p53 in forestomach samples from Tgfbr2^fspKO^ mice treated with Celecoxib or L-NAME. (D) IFN-γ and TNF-Bioplex assay with forestomach samples from Tgfbr2^fspKO^ and Tgfbr2^fspKO^ mice treated with Celecoxib or housed in Helicobacter free condition. Error bars represent SD. **P<0.01 and ***P<0.001. (E) Reduced production of 8-oxo-dG in Tgfbr2^fspKO^ mice treated with Celecoxib or in Helicobacter free conditions. Scale bar: 20 µm.

Alterations in microbial communities, particularly in gastrointestinal (GI) tract, are associated with inflammation and cancer development [24]. To investigate the role of microbiome in the progression of SCC in the Tgfbr2^fspKO^ model, we re-derived the mouse line using super-ovulation and artificial insemination to obtain pups free of Helicobacter (Table S1). The uninfected Tgfbr2^fspKO^ mice displayed significantly improved body size and weight with a median survival time of 47 days compared to 38 days in mice housed under standard conditions (Log rank p<0.001) (Figure 4A, left and right panels and Figure 4B). The tumors in the uninfected mice were characterized by decreased CD45 infiltration, decreased production of COX2 and P-p65 (Figure 4B and Figure S5C); delayed hyperplasia and dysplasia compared to the control mice (Figure 4B). These data suggest an involvement of microflora in the inflammation and SCC development in Tgfbr2^fspKO^ mice. Indeed, alterations in the microflora are associated with inflammation and intestinal metaplasia of the distal esophagus [25].

In addition to a decrease in p53 expression (Figure 4C), Celecoxib treatment decreased COX-2, NOS2 and p65 expression to levels similar to control samples (Figure 4C and Figure S5C). L-NAME treatment decreased the expression of COX-2, NOS2 and p65. However, it did not affect p53 and γ-H2AX production (Figure 4C). Celecoxib treatment and Helicobacter free environment significantly reduced IFN-γ and TNF-α levels (Figure 4D), and decreased 8-oxo-dG production in the forestomach of Tgfbr2^fspKO^ mice (Figure 4E). These data suggest that COX-2 and Helicobacter infection are important mediators in inflammation and SCC progression.

### Celecoxib Treatment Significantly Restored the Expression p21 in Tgfbr2^fspKO^ Mice

We showed earlier that the downregulation of p21 was likely mediated by methylation of p21 promoter. We next investigated whether anti-inflammatory treatment would decrease this methylation and increase p21 expression. Celecoxib treated Tgfbr2^fspKO^ mice were evaluated for p21 promoter methylation by pyrosequencing of the epithelial layer from the forestomach tissue. Interestingly, methylation was significantly decreased (p<0.05) at CpG 16 (Figure 5A). Consistent with this finding, the p21 mRNA expression was observed in the laser captured epithelia from Celecoxib treated Tgfbr2^fspKO^ mice (Figure 5B). The p21 mRNA in the stroma was not different from that of the Tgfbr2^flox/flox^ control mice, and was not changed by Celecoxib treatment (Figure 5B). p21 protein expression was also increased upon Celecoxib treatment (Figure 5C). In contrast, p15 expression was not observed (Figure 5D). Together with genomic PCR showing a loss of p15 (Figure 1E), our data indicate that p15 might be genetically deleted. Surprisingly, Celecoxib treatment also resulted in increased expression of p16 protein (data not shown), suggesting a possible methylation of p16 promoter as a result of inflammation, similar to that of p21. Together, our data support that inflammation induced DNA damage, genetic and epigenetic alterations of cell cycle mediators play a critical role in SCC progression in Tgfbr2^fspKO^ mice.

**Figure 5:**
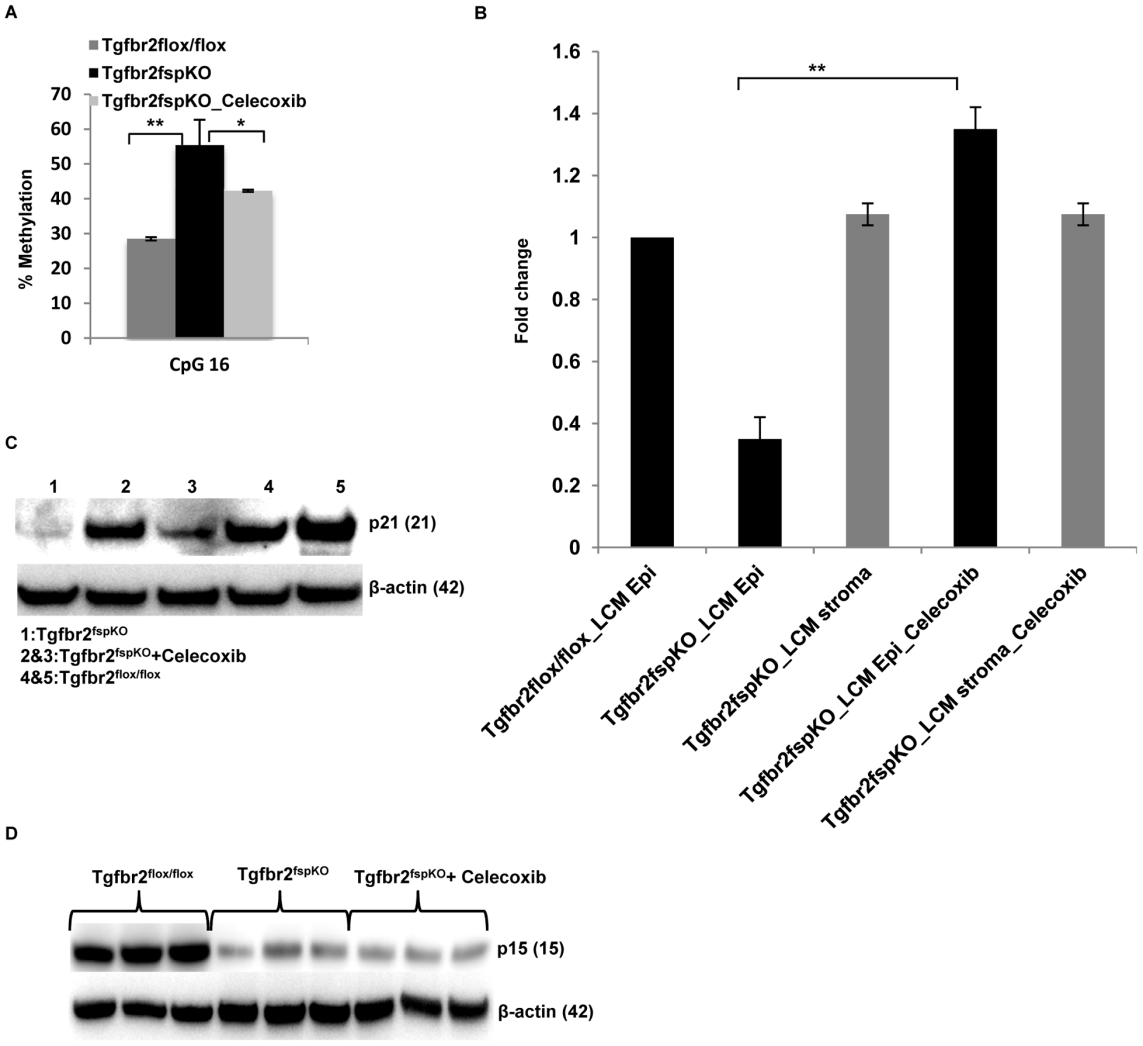
Anti-inflammation decreases promoter methylation and restores *p21* expression. (A) Decreased CpG 16 methylation of p21 promoter from forestomach samples of *Tgfbr2^fspKO^* mice treated with Celecoxib (n = 3). Data is represented as mean ± SD. (B) Real time RT-PCR of p21 expression in laser captured epithelial and stromal cells from Tgfbr2^flox/flox^ and Tgfbr2^fspKO^ mice, treated with Celecoxib. (C) Western blot of p21 in forestomach samples of Tgfbr2^fspKO^ mice treated with Celecoxib (n = 2) compared to untreated Tgfbr2^fspKO^ mice (n = 1) and floxed control mice (n = 2). (D) Celecoxib treatment of Tgfbr2^fspKO^ mice did not restore the expression of p15 in epithelial layers of forestomach tumors (Western blot). *P<0.05 and **P<0.01.

### Human Esophageal Squamous Cell Carcinoma (ESCC) Exhibited a Decreased Expression of TβRII in FSP1+ Stromal Cells, Increased Inflammation, and Elevated Production of 8-oxo-dG

The SCC in the forestomach of the Tgfbr2^fspKO^ mice shows similarity to that of human ESCC by way of similar histology and functional behavior. Additionally, downregulation of TGF-β receptors has previously been reported at the invasive front and stroma in human ESCC [26] and prostate cancer [13], [27]. Due to these histological and molecular similarities, we measured the TβRII expression level in FSP1+ stromal cells of eight human ESCC specimens. Adjacent normal tissues from these patients served as a control (Figure S6A). We observed an increased number of FSP1+ cells in the stromal compartment of the ESCC tumors compared to the adjacent normal esophagus (32.2% vs 6.6%, p<0.001) (Figure 6A, upper panels). This data was consistent with the expansion of FSP1+ cells in Tgfbr2^fspKO^ mice (Figure 2E). In these FSP1+ cells, TβRII expression was decreased in tumor esophagus compared to adjacent normal esophagus (39.8% vs 93.2%, p<0.001) (Figure 6A, lower panels). Down-regulation of TβRII was also observed in tumor-associated stroma compared to the adjacent normal in a dataset of breast carcinoma (Ma 4 Breast) (Figure 6B). The expression of p65 and NOS2 was elevated, 8-oxo-dG was increased in both stromal and epithelial compartments (Figure 6C), consistent with findings in the animal model. In order to investigate biomarkers of DNA damage and genetic aberrations in human ESCC, we interrogated the Oncomine database (www.oncomine.com). Expression of H2AX mRNA was significantly upregulated in ESCC (p<0.0001) (Figure 6D). Additionally, p15 and p16 were co-deleted in human ESCC (Figure 6E) and [28]–[30]. These data suggest an association of reduced expression of TβRII in stromal cells with increased inflammation, DNA damage, and genetic alterations in human ESCC, which is consistent with our observations in Tgfbr2^fspKO^ mice.

**Figure 6:**
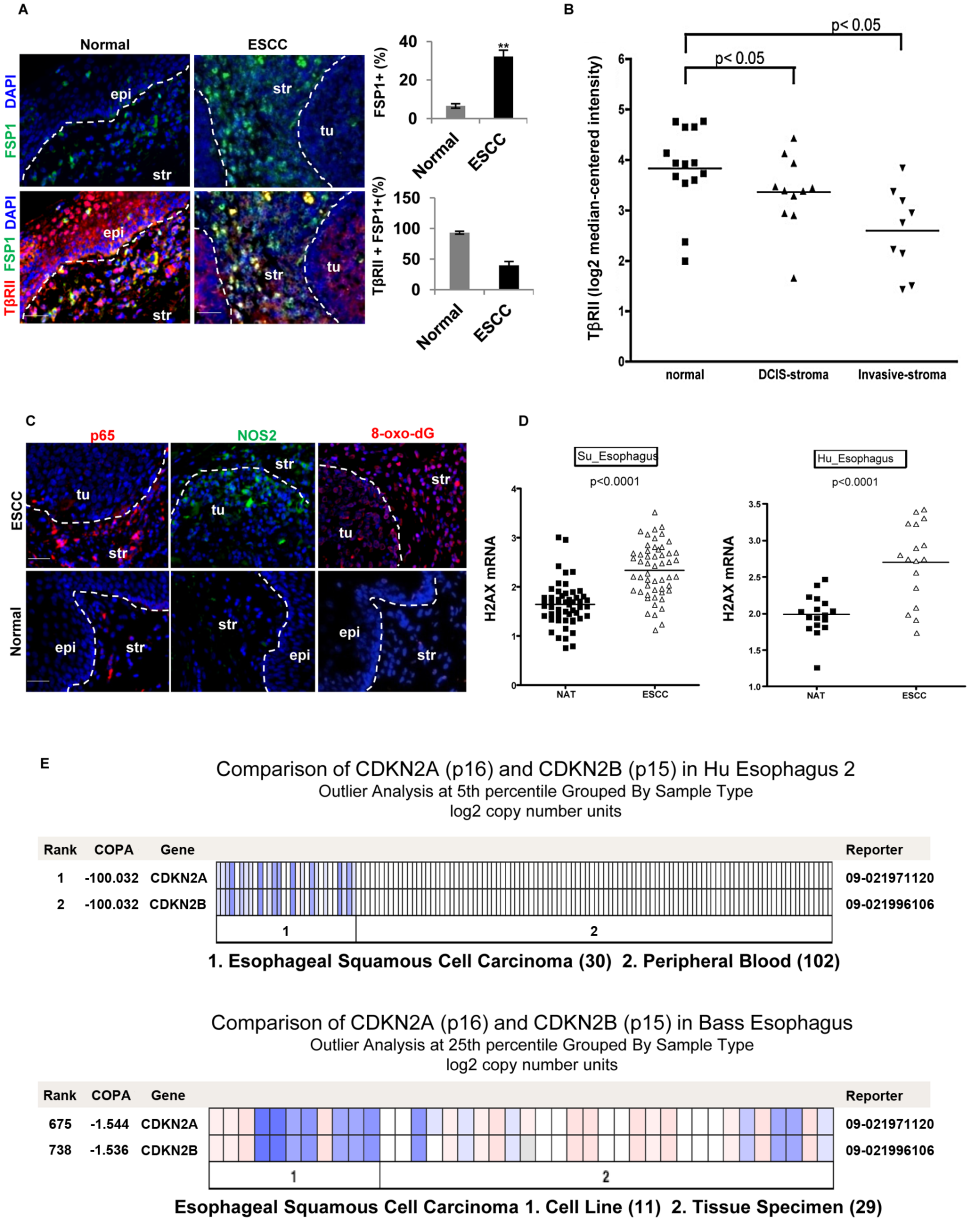
Reduced expression of TβRII in FSP1+ stromal cells, evident inflammation and DNA damage in human ESCC. (A) Immunofluorescence staining of FSP1+ cells (green) and TβRII (red) in human ESCC and adjacent normal esophagus (left panels). Quantitative data are listed on the right panels. The % FSP-1+ is the FSP1+ cells out of all the cells in one field using Image J software. The % FSP-1+TBRII+ cells are the double positive cells in all FSP+ single positive cells. Three different fields were evaluated, and the average was obtained and shown. Scale bar: 20 µm. Error bars represent SD. **P<0.01. (B) Down-regulation of TβRII in tumor-associated stroma compared to the adjacent normal in a dataset of breast carcinoma. Log2 median-centered intensity RNA expression values were downloaded from Oncomine mRNA dataset Ma 4 Breast, used to generate a dot plot in GraphPad Prism 5.0 and analyzed by two-tailed, paired t-test (right panel). (C) Immunofluorescence staining of p65, iNOS, and 8-oxo-dG in human ESCC. Representative images are shown. Scale bar: 50 µm. Str: Stroma; Epi: epithelia. (D) Significant up-regulation of γ-H2AX mRNA in ESCC compared to normal adjacent tissue (NAT). Data from two ESCC published studies that feature paired ESCC and NAT mRNA microarray were analyzed (www.oncomine.com). (E) Heat map showing copy number loss of p15 and p16 in ESCC. This data was obtained from the same dataset as in (D) which measure DNA copy number on a SNP microarray platform. Blue depicts copy number loss, compared to no loss (white) in peripheral blood DNA.

## Discussion

Significant cross-interactions between stroma and tumor cells have been reported in recent studies [1]–[4]. Alteration of tumor suppressor genes in stromal fibroblasts induces epithelial cancer development [4], [5], [7], suggesting an important role of stroma in epithelial homoeostasis. Deletion of TGF-β signaling in the stroma modulates oncogenic potential of neighboring epithelia and induces the development of SCC in the forestomach in a mouse model (Tgfbr2^fspKO^ mice) ^1^. However, the underlying mechanisms are unclear. In this report, we demonstrate that deletion of *Tgfbr2* in the stromal fibroblast resulted in severe inflammation and DNA damage, which induced lost or decreased expression of p15, p16, as well as p21 in the epithelial cell compartment and the subsequent SCC development in forestomach (Figure 7). Our studies provide mechanistic insight to how loss of tumor suppressor in the stromal cells impact epithelial tumorigenesis and progression.

**Figure 7:**
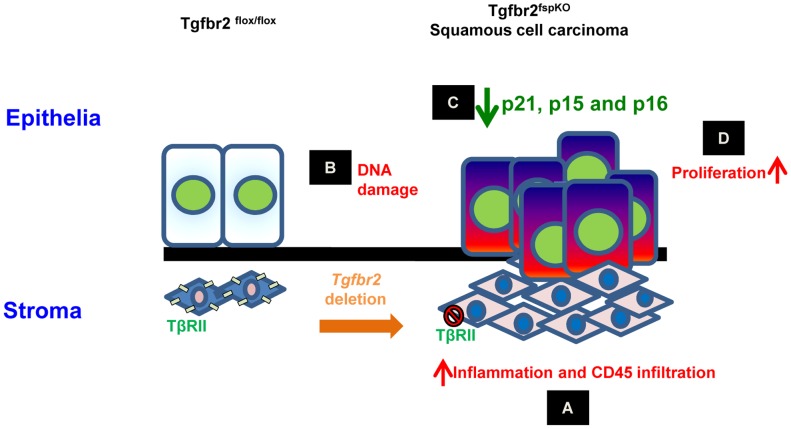
Schematic hypothesis for the development of forestomach SCC due to loss of *Tgfbr2* in stromal fibroblasts. (A) *Tgfbr2* deletion in FSP1+ fibroblasts results in inflammation and infiltration of CD45+ cells in the microenvironment; (B) Inflammation induces DNA damage characterized by 8-oxo-dG and H2AX production in epithelia; (C) epigenetic silencing of p21 and p16, and genetic loss of p15 and p16 in epithelia; (D) loss of cell cycle control and hyper-proliferation of epithelia, development of SCC.

### FSP1-cre Mediated Specific Deletion of *Tgfbr2*

We used FSP1-cre transgenic mice to mediate *Tgfbr2* deletion specifically in the stromal fibroblasts. However, no alteration in epithelial TβRII was noticed. We used several approaches including TβRII immunofluorescence, p-smad2 nuclear localization in stroma, and an FSP1-Cre/Rosa26 reporter mouse to verify specificity. FSP1/S100A4 was identified as a specific marker for fibroblasts [31]. The FSP1-cre mediated gene deletion has been widely used in a number of mouse models for fibroblast specific gene deletion [1], [4], [32]. However, several studies reported that a specific subset of inflammatory macrophages co-express FSP1 and F4/80+ under a number of pathological conditions [33], [34]. We did not observe an overlap between FSP1+ cells with F4/80 positive cells (Figure S6B). This is supported by an extensive study regarding comparison overlap between FSP1+ fibroblasts with the macrophage markers, in which they authors demonstrated that F4/80 antibodies can be used to distinguish macrophages from FSP1+ fibroblasts [35]. We thus believe that the FSP1-cre mediated deletion is highly specific in a subset of stromal fibroblasts, with a small possibility in other host cells, and certainly not in tumor cells.

### Loss of TGF-β Signaling Induced Inflammation and DNA Damage

TGF-β signaling regulates inflammation, as deletion of *Tgfbr2* increased the transcription factor NF-κB [36]. In TGF-β1 deficient mice, inflammation causes precancerous lesions to progress to colon cancer [37]. Inflammation is known to induce DNA damage, genetic alterations and histone posttranslational modifications in mice and human cancers [15], [16], [20], [38]. We found a significant production of 8-Oxo-dG and γ-H2AX, indicating severe DNA damage from 3 weeks of age in the Tgfbr2^fspKO^ mice. This is likely due to production of reactive oxygen and nitrogen species such as nitrogen oxide (NO). DNA damage often results in chromosomal segregation errors and structural alterations including mutations, deletions, amplifications, and balanced/unbalanced chromosomal translocations [17], [20], [39]–[41]. Indeed, we found a loss of p15 and p16 located in mouse chromosome 4 band C4 locus, which is orthologous to chromosome band 9p21 in humans. The loss of these chromosome bands is frequently observed in murine and human cancers [20], [42], [43]. Inflammatory mediated genetic alterations were previously observed in the head and neck tumor mice model, in which SMAD4−/− deletion in head and neck epithelia resulted in genetic aberrations and deletion of chromosome 4q in SMAD−/− mice [20]. Conditional deletion of p120 in the esophagus, oral cavity, and forestomach increased the production of proinflammatory cytokine TNF-α [21]. TNF-α, and IFN-γ, are known to induce epithelial dysfunctions and SCC of intestine [44], [45]. Our data and these published reports may provide molecular insight for a previous study that showed inactivation of *Smad4* and *PTEN* in K5+ epithelia induced forestomach SCC development and downregulation of CDK inhibitors [46].

### Inflammation, Epigenetic Silencing of p21, and Lost Cell Cycle Control

Deletion of *Tgfbr2* induced inflammation was also responsible for the decreased p21 expression in the Tgfbr2^fspKO^ mice. Very interestingly, increased p53 expression in response to DNA damage did not result in elevated expression of p21. Our data demonstrated that the inflammation induced methylation of p21 promoter region. This methylation inhibited the expression of p21, the critical mediator of p53 function. The inhibition of p21 was reversed by treatment with the COX2 inhibitor Celecoxib and 5-aza 2′ deoxycytidine treatment. We believe that the loss of p15 and p16, combined with decreased expression of p21 is critical in dysregulation of cell cycle control. This explains a massive proliferation of epithelia in the forestomach of Tgfbr2^fspKO^ mice. Our data add novel mechanistic insight to the SCC development in addition to the finding of HGF as critical mediator [1] (Figure S7). Our data are supported by studies in which decreased levels or total loss of TGF-β signaling via defects of TGF-β receptors or Smads resulted in inflammation and uncontrolled proliferation of epithelial cells while promoting tumor development [26], [36], [47].

### Human ESCC

Our results in Tgfbr2^fspKO^ mice are clearly corroborated by human ESCC. Our studies showed significantly decreased expression of TβRII in FSP1+ stromal cells in human ESCC (Figure 6A). Interestingly, no alteration of TβRII was found in tumor epithelial cells compared to that of adjacent normal tissue [48], [49]. Similar to our mouse model data, elevated expression of inflammatory mediators such as COX2 and CCL2 as well as production of DNA damaging mediators 8-Oxo-dG and γ-H2AX were associated with the development of human ESCC (Figure 6C and 6D) [28], [48], [50]. Methylation of p21 gene promoter was also observed in 56% ESCC [28]. In addition, genetic deletion, loss of heterozygosity, and promoter methylation of p15 and p16 genes was associated with the development of human ESCC [30], [51], [52]. Co-deletion of p15 and p16 has also been found in human ESCC (Figure 6E) and [29], [49], [51]. Notably, approximately, 60% of human SCC including skin, head and neck, esophagus, bronchi, and uterine cervix are associated with the alterations in TGF-β signaling pathway molecules [53]. Indeed, stromal cell signaling has an impact on epithelial carcinogenesis and prediction of clinical outcome of cancer [54]. Furthermore, down-regulation of TβRII in tumor-associated stroma is correlated with poor prognosis in the clinic [55]. The squamous mucosal lining of mouse forestomach is similar to that of human esophagus at both histopathological and molecular levels [56]. Therefore, targeting inflammation may be a strategy to counteract the stromal-epithelial cross-talk in ESCC development.

## Methods

### Mice

Cre-Tgfbr2^flox/flox^ female and Cre+Tgfbr2^flox/wt^ male mice were kindly provided by Dr. Harold Moses, Vanderbilt Cancer center, Nashville, TN. Mice were bred to yield Tgfbr2^fspKO^ mice. Cre+Tgfbr2^flox/wt^ male mice were crossed with Rosa26 reporter female mice to validate the Cre specificity. All mice were housed at the National Cancer Institute (NCI) animal facility Animal studies were performed under NCI- IACUC approved protocol.

### Immunofluorescence and Immunohistochemistry

Forestomach samples were collected from Tgfbr2^fspKO^ and Tgfbr2^flox/flox^ mice, which then fixed, sectioned and stained using H&E. For immunofluorescence studies, the sections were incubated overnight at 4°C with primary antibodies directed against TβRII (1∶50, Santa Cruz), S100A4 (1∶100, Abcam), K14 (1∶100, Covance), F4/80 (1∶100, BD Transduction Laboratories), NOS2 (1∶100, BD Transduction Laboratories), Cox2 (1∶100, Cell Signaling Technology), p65 (1∶100, Cell Signaling Technology), γH2AX (1∶100, Trevigen), CD4 and IL17A (1∶100, Biolegend). Fluorescence-tagged secondary antibodies were used for visualization (anti-rabbit, 1∶1000, Invitrogen or; anti-mouse, Vector lab, respectively). Slides were examined using fluorescence microscopy (Olympus). For immunohistochemistry, slides were incubated with primary antibodies against CD45 (1∶100, BD Pharmigen), Psmad2 (1∶100, Cell Signaling Technology), and β-galactosidase (1∶100, Abcam). Signals were visualized using Vectastain (Vector Lab) and examined under a light microscope (Carl Zeiss). Quantitative data was measured by counting total number of cells expressing the marker out of all the cells in one field by Image J software. Three different fields were evaluated; percentage was calculated from total number of cells counted and averaged for three independent fields.

### Apoptosis Assay

Apoptosis was evaluated by TUNEL (Terminal deoxynucleotidyl transferase dUTP nick end labeling) method using “In Situ cell death detection kit, Fluorescein” (Roche Applied Science, Indianapolis, IN, USA). Briefly, tissue sections were pretreated with xylene and ethanol (100%, 95%, 90%, 80%, 70%), washed with 1× PBS, then treated with proteinase K (20 ug/ml in 10 mM Tris-HCL (pH 7.4) and 50 ul tunel mixture for 60 min. Data was acquired using fluorescence microscopy (Olympus). Quantitative data was obtained using Image J software by counting the number of cells expressing the marker out of total cells for each field. Three different fields were evaluated; the data was presented as percentage of stained cells in total cells and averaged for three independent fields.

### Flow Cytometry of Tumor Microenvironment

Single cell suspensions were made using fresh forestomach tissue from Tgfbr2^fspKO^ and Tgfbr2^flox/flox^ mice through incubation with Liberase TL (200 U/mL) (Roche Applied Science, Indianapolis, IN) at 37°C for 30 minutes. Forestomach tissue was then crushed and filtered through a 70 µm cell strainer. Cells were labeled with fluorescence-conjugated antibodies against CD45-PE, CD11b-FITC, Gr-1-APC, Ly6G-APC, Ly6C-PE, or 7-AAD (BD Pharmingen). Isotype-matched IgG was used as a control (BD Pharmingen). The flow data was acquired on BD FACS Calibur flow cytometer (BD Biosciences, San Jose, CA) and analyzed using FlowJO.

### Western Blotting

The forestomachs were dissected and treated with 0.05% trypsin overnight at 4°C. The forestomach tumor tissues from Tgfbr2^fspKO^ or equivalent normal tissues from Tgfbr2^flox/flox^ mice were separated by peeling them from the stromal and muscle layers. Protein was extracted, and then separated by gel electrophoresis. Membranes were incubated with primary antibodies against NOS2 (1∶100, BD Transduction Laboratories), γH2AX (1∶1000, Trevigen), HGF (1∶1000, Santa Cruz Biotechnology), Cox2, P-p65, P-p53, Cyclin D1, p21, p15, and p16 (all at 1∶1000, Cell Signaling Technology) or β-actin (1∶5000, Sigma), and horseradish peroxidase-conjugated secondary antibody (1∶5000, Biorad). The blots were developed using a SuperSignal West Pico Chemiluminescent substrate kit (Pierce). Images were scanned in a G: Box (Syngene).

### Pyrosequencing

DNA was isolated from epithelial layers of forestomach as described in “Western Blotting.” QIAGEN Genomic-tip 20/G (Qiagen, CA, USA) and modified with Epitech Bisulfite kit (Qiagen, CA, USA) were used in pyrosequencing. PCR templates for pyrosequencing analysis were amplified from 10 ng gDNA using Hotstart Taq Mastermix (Qiagen, CA, USA) and 5 pmol of each primer in a total reaction volume of 25 µl. In all, 1 µl of each PCR reaction was analysed on an Agilent 2100 Bioanalyzer (Santa Clara, CA) using a DNA 1000 kit. Pyrosequencing was carried out on 0.15–0.5 pmol of each PCR product using the PyroMark MD System (Qiagen, CA, USA) following the manufacturer's instructions with sequencing primers and assay parameters specific to each methylation site. Resulting pyrograms were analysed using the PyroMark MD 1.0 software in ‘AQ mode’. For each assay, duplicate pyrosequencing analysis was performed, and the average of these was taken to represent the identified percentage methylation of the methylated allele.

### Laser Captured Micro-Dissection

Laser capture microdissection of Tgfbr2^flox/flox^, Tgfbr2^fspKO^ and Celecoxib treated Tgfbr2^fspKO^ mouse tissue was performed using an Arcturus XT (Life Technologies, CA, USA). Frozen tissue sections on PEN membrane frame slides (Applied Biosystems) were H&E stained followed by dehydration using the standard protocol to improve visualization of the cells at the microscope. The epithelia and stroma were identified by morphology, captured using a low-power infrared laser pulse, and transferred onto a cap (Capsure™ Macro LCM Caps, Life Technologies). The DNA was extracted using a QIAamp DNA micro kit (Qiagen, CA, USA).

### 5-aza 2′ Deoxycytidine Treatments

Primary epithelial cells (1096, isolated from SCC of FSP-Cre/RII knock out mouse, and kept in low passages) were cultured in 6 well plate with seeding density 0.3×10^6^ per well for overnight in DME/F12 medium containing 10% FBS and 1× antibiotics (GIBCO, Life Technologies, CA, USA). DNA methyltransferase inhibitor, 5-aza 2′ deoxycytidine (Decitabine), was added to the culture at 5 uM concentration for 48 hours. Cells were harvested using 0.25% trypsin-EDTA (GIBCO, Life Technologies, CA, USA) and subjected to total RNA extraction by RNeasy mini kit (Qiagen, CA, USA) and protein extraction by standard method.

### RNA Isolation and Quantitative RT–PCR (qPCR)

Total RNA was isolated from laser captured micro-dissected tissue samples by Arcturus Picopure RNA isolation Kit (Applied Biosystems). Reverse transcription was performed using oligo dT primers and Superscript II (Invitrogen). The primers for qPCR were mCDKN1A (p21) F: 5′-ACAGGAGCAAAGTGTGCCGTTGT-3′; mCDKN1A (p21) R: 5′- GCTCAGACACCA GAGTGCAAGACA 3′; mGAPDH F: 5′-ATGACCACAGTCCATGCCATCACT-3′; mGAPDH R: 5′-TGTTGAAGTCGCAGGAGACAACCT-3′. PCR reactions were performed using fast real-time 7500 PCR system (Applied Biosystems). All samples were tested in triplicate. The comparative C_T_ method was used for quantification of gene expression. *Gapdh* was used as an endogenous reference. Statistical analysis was performed using SDS v2.1 software (Applied Biosystems) according to the manufacturer's instructions.

### Bio-Plex Protein Assays

Protein extraction was obtained from forestomach samples of Tgfbr2^fspKO^ and Tgfbr2^flox/flox^ mice, and analyzed for IFN-γ and TNF-α expression, as per manufacturer's instruction. Data was acquired and analyzed using Bio-Plex Manager version 4.0 software (Bio-Rad).

### Array-Based Comparative Genomic Hybridization (CGH)

Genomic DNA was isolated from primary tumor cells (1096) from *Tgfbr2^fspKO^* mice and primary normal epithelial cells isolated from forestomach epithelial cell layer with a QIAamp DNA Mini Kit according to manufacturer protocol (Qiagen, Valencia, CA). Array-CGH was performed using test DNA from laser captured epithelia and stroma, 1096 primary tumor cell culture, and reference DNA. DNA was labeled with Cy3 or Cy5 fluorescent dyes (Pharmacia, Piscataway, NJ) according to the BioPrime array CGH genomic labeling protocol (Invitrogen, Carlsbad, CA) and cleaned using Microcon YM-30 filters (Millipore, Billerica, MA). Hybridization was carried out using Mouse Genome CGH Microarray 4×44 K from Agilent Technologies (Santa Clara, CA) according to CGH Procedures for Genomic DNA Analysis (Agilent Technologies). Slides were hybridized for 20 hours, washed, and scanned with an Agilent microarray scanner. Data was analyzed using Feature Extraction® and CGH Analytics® software packages (Agilent Technologies). The array-based CGH data is available, GEO accession number: GSE42773.

### Genomic PCR

Genomic DNA from laser captured epithelia and stroma described above was used for genomic PCR using the 2× *Taq* master mix (Gene Script, NJ, USA), 50 ng genomic DNA and Exon 1 specific primers of mouse p15 and p16 genes. The primer sequences were p15: forward- 5′- GTT GGG CGG CAG CAG TGA C-3′ and reverse- 5′-CCT CCC GAA GCG GTT CAG-3′, p16: forward- 5′-ACT GGT CAC ACG ACT GGG CGA TTG -3′ and reverse- 5′-AAT CGG GGT ACG ACC GAA AGA G-3′. Actin: forward-5′-TCA TCA GGT AGT CAG TGA GGT CGC-3′ and reverse-5′-CAC CAC ACC TTC TAC AAT GAG CTG-3′. The PCR conditions included initial denaturation at 95°C for 5 min, denaturation at 95°C for 1 min, annealing at 60°C for 1 min and extension at 72°C for 1 min for 40 cycles and final extension at 72°C for 7 min. Agarose gel electrophoresis (2%) was used to detect the PCR products and data was recorded using G: Box (syngene).

### Mouse Line Re-Derivation

C57BL/6NCr wild type female mice were super-ovulated and crossed with the Fsp-Cre male mice. Four or eight cell embryos were transferred to pathogen free females. After birth, pups were examined for infection and genotypes using ELISA and PCR. Male mice with Cre+ Tgfbr2^flox/wt^ and female mice with Cre- Tgfbr2^flox/wt^ were identified and crossed to obtain pathogen free Tgfbr2^fspKO^ mice. The mice re-derivation was performed in the mice re-derivation core facility located at NCI-Frederick, MD. Mice were transferred and housed in Helicobacter free facility at NIH Bethesda, MD.

### Anti-Inflammation Treatment

Tgfbr2^flox/flox^ and Tgfbr2^fspKO^ mice were treated with diet pellets containing Celecoxib at 1500 ppm with (D04090202) or without (AIN 76A D1000) active compound, or *N*_ω_-Nitro-L-arginine methyl ester hydrochloride (L-NAME, Sigma) at a dose of 50 mg/kg/day. The pups received the Celecoxib starting the second week after birth, together with the nursing mother mouse in the same cage, due to early inflammation onset (Figure 1B). The treatment continued after weaning. The synergistic effect of L-NAME and Celecoxib was also examined. In addition, Mice housed in the Helicobacter free conditions were treated with Celecoxib to evaluate the cooperative effect in survival and phenotype. For gel diet treatment, after weaning on day 21, Tgfbr2^fspKO^ and Tgfbr2^flox/flox^ pups were fed with gel diet (AIN76A, Clear H_2_O). All mice were monitored daily and sacrificed with signs of poor health including small size, hunched body, slow movements, and weakness in comparison to healthy littermates.

### Analysis of Human Esophageal Squamous Cell Carcinoma (ESCC) and Breast Carcinoma

Human ESCC (n = 8) and adjacent normal FFPE tissue slides (n = 8) were previously described [57] (PMID: 19789312), and were stained to detect TβRII expression in FSP1+ stromal cells. p65, NOS2, and 8-Oxo-dG adducts were also examined for inflammation and DNA damage. The immunofluorescence staining procedures are as described above. Oncomine database (www.oncomine.com) was utilized to evaluate γ-H2AX expression, p15, and p16 loss in human ESCC, specifically mRNA expression datasets, Hu Esophagus (34 samples) and Su Esophagus 2 (106 samples), and DNA copy number datasets, Hu Esophagus 2 (blood vs LCM tumor sample) and Bass Esophagus (cell lines and tissue specimens). Dot plots of H2AX mRNA expression are presented as log2 median-centered intensity. The dataset (PMID: 19789312) from Oncomine was analyzed using GraphPad Prism 5.0 and two-tailed, paired t-test. Heat map of copy number loss of p15 and p16 in ESCC was obtained from the same dataset that measure DNA copy number on a SNP microarray platform. The expression of TβRII in tumor-associated stroma vs adjacent normal was also analyzed using Oncomine mRNA dataset Ma 4 Breast Carcinoma.

### Statistical Analysis

Data was analyzed using the Student t-test, and was expressed as mean ± SE. Differences were considered statistically significant at p<0.05. Mouse survival data was examined using SPSS 16 software, and is presented as Kaplan Meier curve. A log rank test was used to calculate statistical differences in survival and median survival of the different groups.

## Supporting Information

Figure S1 (A) H&E staining of Tgfbr2^fspKO^ forestomach tissue from various time points (E16, 1, 2, 3, 4, 5 weeks after birth) showed that hyperplasia began during week 3 and progressed to dysplasia by week 4 and invasive SCC by week 5. Scale bar: 50 µm (B) Immunofluorescence staining shows loss of TβRII expression in the stromal compartment of forestomach in Tgfbr2^fspKO^ mice (arrows). Original magnification: ×100. (C) FSP1-Cre mediated specific activity is demonstrated by positive β-galactosidase staining in the stromal compartment of forestomach tissue obtained by crossing FSP1-Cre and Rosa26 reporter mice (arrow). Scale bar: 20 µm. (D) Specific deletion of *Tgfbr2* is demonstrated by loss of nuclear p-SMAD2 staining in the stromal compartment (arrow) of the forestomach in Tgfbr2^fspKO^ mice compared to Tgfbr2^flox/flox^ mice. Scale bar: 20 µm. Str: Stroma; Epi: epithelia.
(TIF) Click here for additional data file.

Figure S2 (A) Array-CGH of cancerous epithelial cell lines derived from Tgfbr2^fspKO^ mice indicating a loss of qC4 on chromosome 4 which include CDK inhibitors p15 and p16. (B) Laser captured microdissection (LCM) from forestomach tissue of Tgfbr2^flox/flox^ and *Tgfbr2^fspKO^* mice. The pictures show dissected epithelial and stromal samples before and after LCM. Three mice each for Tgfbr2^flox/flox^ and Tgfbr2^fspKO^ mice (left panel) were used for sample collection. (C) Array-CGH of laser dissected epithelial and stromal samples from the forestomach of Tgfbr2^fspKO^ mice showing a loss of p16 was found in epithelia but not stroma.

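Along the whole of chromosome 4, the mean log2 ratio of its probes was -0.11, 0.048 and -0.12 in the epithelia of mice 1, 2 and 3, and -0.0067, -0.056 and 0.0042 in the stroma. The difference of -0.040 between the tissues (standard error 0.048) was smaller than the SD between the epithelia (0.094) and had an adjusted p of 0.569 in limma over 20 chromosome means. Without mouse 2 it was -0.11, with an adjusted p of 0.0103 in limma. In that fit limma gave all 20 chromosomes the same standard error (0.036). The p thus does not rest on the spread of chromosome 4 itself. The level changed at the run of 4 low probes. The 150 probes before it had a mean of 0.30, 0.13 and 0.26 in the epithelia of mice 1, 2 and 3, and the 150 probes after it had -0.21, -0.37 and -0.18. Steps as large were found at 0.126%, 4.79% and 0.0945% of 34909 autosomal positions on these arrays. In the stroma the mean before minus the mean after was -0.10, 0.015 and -0.011, so that the level rose in mouse 1, from 0.075 to 0.18.

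**Figure D2:**
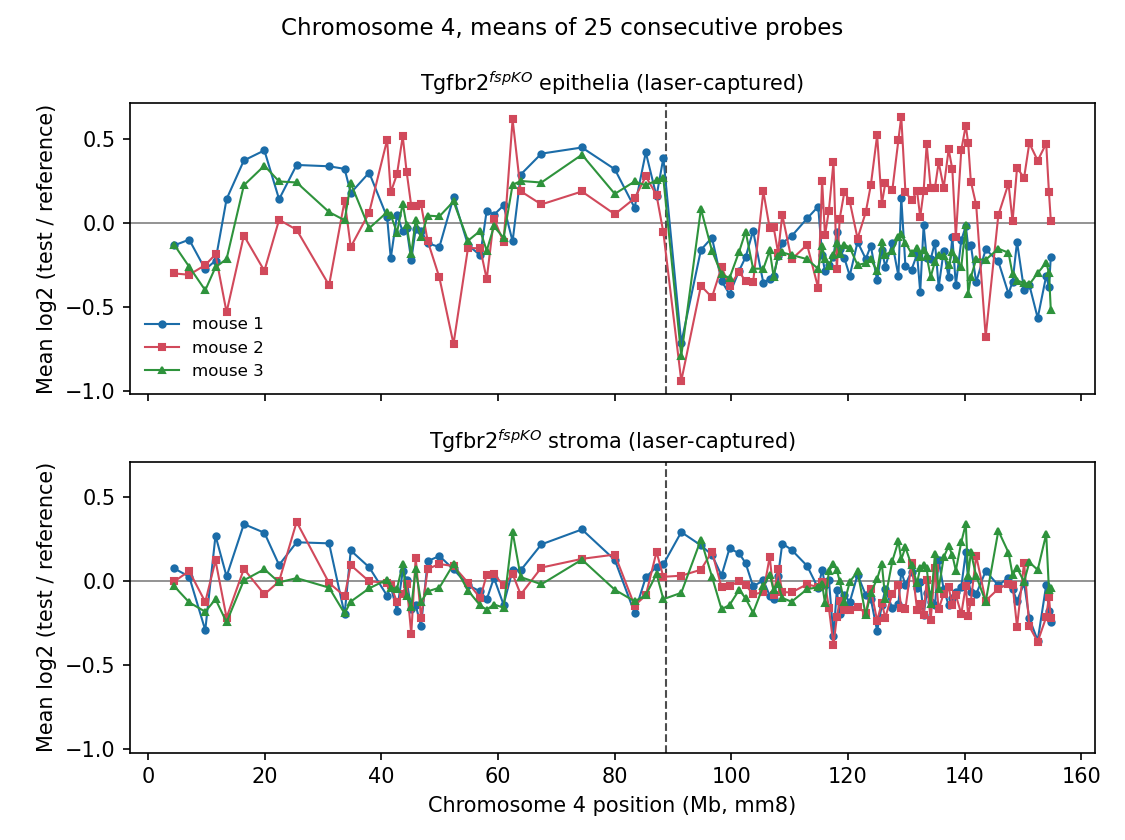
Mean log2 ratio of test over reference DNA (vertical axis) in 100 windows of 25 consecutive probes along chromosome 4 in Mb of mm8 (horizontal axis), with a line and color per mouse, in the laser captured epithelia (top) and stroma (bottom) of the 3 Tgfbr2 fspKO mice; the dashed line marks the start of the run of 4 low probes. In the epithelia the means over 150 probes fall from between 0.13 and 0.30 before the dashed line to between -0.37 and -0.18 after it.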

(TIF) Click here for additional data file.

Figure S3 (A) Microscopy showing decreased proliferation of SCC tumor cells (1096 cell line) after 5-aza 2′ deoxycytidine treatment. This cell line was established from epithelial cell layer of forestomach tumor of Tgfbr2^fspKO^ mice. Shown is one of the two experiments performed. (B) Immunofluorescence microscopy of TUNEL assay in samples from Tgfbr2^fspKO^ mice showing increased apoptosis in the stromal area compared to that of epithelial. Quantitative data is listed below. Epi: epithelia; Str: stroma; Tu: tumor. red arrow: Tumor infiltrated stroma, white arrow: tumor cell.
(TIF) Click here for additional data file.

Figure S4 (A) Significantly improved body weight (grams) of Tgfbr2^fspKO^ mice received Celecoxib treatment (n = 12), or under Helicobacter free housing condition (n = 9), compared to untreated Tgfbr2^fspKO^ mice (n = 11). No significant improvement was observed in gel diet treated Tgfbr2^fspKO^ (n = 5) or L-NAME treated Tgfbr2^fspKO^ (n = 12). (B) Line graph showing significantly decreased tumor burden in Tgfbr2^fspKO^ mice received Celecoxib treatment (n = 12), or under Helicobacter free housing condition (n = 9) at 5 weeks. Y axis is the stomach weight including the tumor tissues. Error bars represent SD. *P<0.05.
(TIF) Click here for additional data file.

Figure S5 (A) No significant difference in the median survival of Tgfbr2^fspKO^ mice treated with L-NAME. Mouse number for treatment is indicated in the figure. (B) Quantitation of NO. in forestomach samples of Tgfbr2^flox/flox^ and Tgfbr2^fspKO^ mice. NO. was elevated in Tgfbr2^fspKO^ forestomach but significantly decreased after L-NAME treatment. Error bars represent SD. *P<0.05 and ***P<0.001. (C), H&E and Immunofluorescence staining of COX2 and p65 showing reduced hyperplasia/dysplasia in Celecoxib treated Tgfbr2^fspKO^ mice compared to untreated Tgfbr2^fspKO^ mice. Immunofluorescence staining indicated a decreased expression of COX2 and p65 in Tgfbr2^fspKO^ mice received Celecoxib treatment of in Helicobacter free condition. Scale bar: 50 µm.
(TIF) Click here for additional data file.

Figure S6 (A) H&E staining of normal esophagus and advanced ESCC used in the studies for Figure 6. Scale bar: 50 µm. (B) Double immunofluorescence staining of FSP1 and macrophage marker F4/80 in Tgfbr2^fspKO^ mice (n = 3) compared to Tgfbr2^flox/flox^ mice (n = 3). There was no overlap of FSP1 and F4/80 in Tgfbr2^fspKO^ mice. Scale bar: 100 µm. Shown is one of the two experiments performed.
(TIF) Click here for additional data file.

Figure S7 Time course studies of the HGF expression by Western blot, indicating that the HGF was not significantly elevated in tumor samples until mice were 5 week old.
(TIF) Click here for additional data file.

Table S1 Detection of microbiome after Tgfbr2^fspKO^ mice rederivation (n = 7), rederivation showed absence of Helicobacter, Parvovirus and parasitic infections, and presence of Klebsiella pneumoniae infection.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

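Array-CGH compared genomic DNA of laser captured forestomach epithelia and stroma of 3 Tgfbr2 fspKO mice (test, Cy3) with DNA of Tgfbr2 flox/flox epithelia (reference, Cy5) on 6 arrays of 2 colors. The paper gives the age of the mice as 5 weeks. Epithelia and stroma with the same mouse number came from the same animal, as stated in the sample labels. The correlation of their deviations from the tissue means was 0.0776, -0.0232 and 0.103 across probes, and probes are not independent replicates. The mouse was therefore used as a block in an alternative and not in the main analysis. The slide of each array was read from the slide barcodes. The array-CGH of cultured tumor cells was not analysed here.

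The deposited intensity values are the signals of each channel from the authors' Feature Extraction run, as raw medians of the spot and its local background and as processed signals after background subtraction, spatial detrending and linear dye normalization. The deposited log10 values, made by the authors with the same software, are the log10 ratios of the processed reference signal over the processed test signal, and the values in the series table were equal to them (largest difference 0). Between 39 and 621 spots per array had a log ratio set to 0 by the software. The results of CGH Analytics were not used here.

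Each array held 45220 spots, of which 43020 were not controls, for 42404 different probes. Spots that Feature Extraction marked as outliers, between 35 and 147 per array, were left out. The log2 ratio of the processed test signal over the processed reference signal was computed per spot, averaged over the spots of a probe and centered on the array median. Positions on chromosomes 1 to 19 and X of mm8 were given for 42235 probes, and the other 169 entered only the tests over all probes. The reference channel was well above background at 82.0%, 78.8% and 97.5% of the spots in the epithelia of mice 1, 2 and 3, and at 77.9%, 82.3% and 95.3% in the stroma. In both channels and on all arrays, 30176 probes were well above background. The number of arrays limits the precision.

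Probes were tested with limma 3.58.1 in R 4.3.3, with the epithelial and the stromal mean and 1 spread over the 6 arrays. Each mean was tested against 0 and the difference between them against 0, with Benjamini-Hochberg adjustment over 42404 probes and a threshold of 0.05. The same model was fitted to the means of 20 chromosomes. Circular binary segmentation was written for this purpose in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and numba 0.67.0. It used 1000 permutations, a permutation p of 0.01 and pieces of at least 2 probes, and a stretch was called with at least 3 probes and a mean beyond 0.25 either way. Exact permutation tests and shifts were computed in Python, overlaps with scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

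Both methods were tested on simulated data. Of 200 simulated probes lowered by 4 on the log2 scale in the epithelia (-4), limma called 93.5% in the epithelia and 78.5% for the difference. At -2 it called 54% and 0%, and at -1 it called 0% in both. Segmentation found 100% of pieces of 4 probes at -4 on every array. It found between 70% and 95% of pieces of 40 probes at -1, and between 60% and 100% of pieces of 200 probes at 0.5, with the lowest shares in the epithelia of mouse 2. It called 0 or 1 stretches in arrays without a simulated change. The simulated noise was independent from probe to probe, without trends along the genome. The counts from simulated arrays therefore set no limit on false calls in the real arrays.

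Results, tests and alternatives were set before the data were examined, apart from those named here and in the closing section. The planned means over the probes of Cdkn2a and Cdkn2b, over 1 Mb on each side of them and over the probes of Tgfbr2, and the values of the other genes to be named (S100a4, Cdkn1a, Trp53, Ccnd1 and Actb), were not computed, since the probes carry mm8 positions without gene names and the gene table used here is on GRCm38. No position was carried from 1 build to the other. In their place, chromosome 4 was searched for the run of 5 consecutive probes with the lowest mean over the 3 arrays of a tissue, with 10000 random circular shifts of each array as a test. The run of 4 probes is the longest run of chromosome 4 below -2 on all 3 epithelial arrays, and it was chosen after the ratios were seen. So were the probes below -2 elsewhere, the means of chromosome 8, the step at the run and the comparison of profiles along the genome.

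The probes to be named were at most the 3 highest and the 3 lowest among those past the threshold with 1 sign on all 3 arrays of a tissue, for each comparison. Stretches to be named were at most the 3 with the largest mean that were called with 1 sign on all 3 arrays of a tissue. The other probes of chromosome 4 and those below -2 were named after their values were seen. Alternatives for the signal were normexp background correction (offset 50) on the median signals, the series table, loess within arrays, probes well above background on all arrays, and centering on autosomal probes. Alternatives for the model were each mouse left out in turn, the mouse or the slide as a block, a fit of the 3 arrays of a tissue alone, and the ordinary test per probe that the methods name. Alternatives for segmentation were other thresholds, at least 5 probes, a score of the ADM kind with a threshold of 6, and, added after the calls were seen, smoothing of single outlying probes. A bound on the signal of a probe took the lowest test signal that was well above background on the same array. A correction for GC content was not run, since no probe sequence was used here.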

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

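The count of probes and its alternatives, the counts over other splits of the arrays and the shifts along chromosome 4 were set before their results were seen. The tests on the run of 4 probes, the shared low probes, the profiles, the chromosome means and the stretch of chromosome 1 were chosen only after the results were seen.

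The run of 4 probes on chromosome 4 differed between the tissues by -3.83 on the log2 scale, lower in 3 of 3 epithelia. Several technical explanations are argued against. Random shifts of the arrays along the chromosome gave a run of 5 as low at a permutation p of 0.0001, the smallest that they can give, which argues against a coincidence of low probes. Probes that fail to hybridize would be low in the stroma as well, where the mean was -0.12. A difference between slides would leave the mouse on the other slide unaffected, where the epithelial mean was -3.87. Under normexp background correction the mean was -2.496, so the size depends on the correction and the loss does not. A loss inherited by the mouse would lower the stroma by as much, and the lowest stromal array had -0.39. A loss of DNA in the epithelia is thus a hypothesis consistent with these tests, found and tested on the same data. The ends of the run fell between the same probes in mice 1 and 2, and the 4 probes were below -2 and both neighbors above -1 in each mouse. How 1 loss came to be in all 3 mice stays open, and the paragraph on shared low probes bears on it.

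For epithelia minus stroma, 7 probes were past an adjusted p of 0.05 in limma, a difference between the tissues. Of the 10 ways to split the 6 arrays into 3 and 3, 1 gave as many, the real one, and every other split gave 0 at this threshold. A share below 0.1 is not possible with 10 splits, so chance cannot be excluded by this count. With the slide as a block, or without mouse 1 or mouse 3, the count was 0, and with the mouse as a block it was 8.

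Outside that run, 7 probes were below -2 in the epithelia of all 3 mice, 1 on chromosome 8, 2 on chromosome 9 and 4 on chromosome 13, which the paper does not discuss. In limma, 4 of them were past the threshold in the epithelia and 3 for the difference. From the shares of low probes on the 3 arrays, 9.3e-05 probes were expected if every probe were equally likely to be low. Chance overlap of equally noisy probes is thus argued against. Probes that tend to be low on many arrays are not, since 2 other probes were below -2 on all 3 stromal arrays. Probes that fail to hybridize are argued against by the stroma, where 19 of the 21 pairs of probe and array were well above background in the test channel. A variant inherited by mice 2 and 3 is argued against, since their stroma was below -1 in 1 of 14 pairs. For mouse 1 it cannot be told apart, since its stroma was below -1 at 3 of the 7 probes and not at the other 4. The count was 1 with normexp and 0 among probes well above background on all arrays. In the test channel, 6 of the 7 were near background on at least 1 epithelial array. The probe at 40496974 of chromosome 9 was well above background in both channels on all 6 arrays, with log2 ratios of -2.54, -2.09 and -2.09, close to the limit of -2. In the count of 0 each array was centered again on the probes kept, which moved this probe to -1.99 in the epithelia of mouse 2, just above the limit.

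A candidate explanation for the shared low probes and for the shared run is a single source of DNA for several epithelial samples, such as a mislabeled or mixed sample. It was tested on 353 windows of 100 autosomal probes outside chromosomes 4 and 8. The reference on every array came from Tgfbr2 flox/flox epithelia, and a shared reference alone gave a correlation of 0.50 between simulated arrays with equal spread. That value follows from the equal spread and took nothing from these arrays, so it is not a baseline for their correlations. The correlation between the epithelia of mice 1 and 3, which were on different slides, was 0.70, and between the stroma of mice 1 and 2 it was 0.72. Given the profiles of the other tissue, it was 0.759 for the epithelia of mice 1 and 3, and 0.41, 0.54 and 0.15 between stromal arrays. A single source for mice 1 and 3 cannot be told apart from changes that arose in both mice or from a technical trend that these arrays share. For mouse 2 the correlation was -0.33 with mouse 1 and 0.093 with mouse 3, and given the stromal profiles it was -0.030 and 0.10. A single source cannot be told apart from separate ones here either, since the profile of mouse 2 went opposite to the stroma of mice 1 and 2 (-0.66 and -0.72), and a trend of that size can hide a likeness. Ends of stretches within 5 probes of each other numbered 6 for the epithelia of mice 1 and 2, 3 for mice 1 and 3 and 1 for mice 2 and 3, with 0.90, 0.40 and 0.66 expected from random shifts. Epithelia and stroma shared as many, with 6 for the epithelia of mouse 2 and the stroma of mouse 1 (1.79 expected) and 4 for the epithelia and stroma of mouse 3 (0.305 expected), so these counts do not separate the explanations. Windows are not independent replicates. The same losses arising separately in each mouse stay open and were not tested.

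The mean of chromosome 8, outside the region the paper discusses, was higher in the epithelia than in the stroma by 0.35 (standard error 0.057, adjusted p of 0.00089 in limma over 20 chromosome means), with 3 of 3 epithelia (0.24, 0.50 and 0.29) above every stroma (-0.020, -0.035 and 0.033). A trend with probe density is argued against, since the difference was 0.34 after it was removed. Each slide held both tissues of its mice, so a difference between slides cancels in epithelia minus stroma, which was 0.40 on the slide of mice 1 and 2 and 0.25 on that of mouse 3. Without mouse 2, the noisiest epithelial array, the difference was 0.26, and among probes well above background it was 0.36. Over the 12 alternatives the adjusted p ran from 1.1e-08 to 0.107, the highest without mouse 1, where the difference was 0.39. The lowest came with normexp. With normexp, and without mouse 2 or mouse 3, limma gave all chromosomes the same standard error. The p of these fits thus does not rest on the spread of chromosome 8 itself. GC content was not tested. A gain of chromosome 8 in the epithelia, or part of them, stays a hypothesis consistent with these tests.

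The means of chromosome 1 (-0.15, adjusted p 0.0303 in limma) and chromosome 18 (-0.12, adjusted p 0.0459 in limma) were lower in the epithelia than in the stroma in the same model, outside the region the paper discusses. All 3 epithelia were below every stroma for both. The adjusted p ran from 0.0019 to 0.358 for chromosome 1 and from 0.0023 to 0.358 for chromosome 18, and without mouse 1 or mouse 3 it was above 0.05 for both. With the mouse as a block it was 0.0468 for chromosome 1 and 0.0741 for chromosome 18, so that chromosome 18 was no longer past the threshold, although its standard error was 0.035 against 0.038 without the block, which leaves more degrees of freedom. For chromosome 1, a trend with probe density as the whole cause is argued against by a difference of -0.13 after it was removed (adjusted p 0.0245). For chromosome 18 it cannot be told apart, since the difference was -0.10 after the trend was removed (adjusted p 0.0681). A difference between slides is argued against for both, since the difference within a slide was -0.16 and -0.12 for chromosome 1 and -0.13 and -0.12 for chromosome 18. With the slide as a block, which leaves the difference as it is and changes its error, the adjusted p was 0.0456 and 0.0736. Without mouse 2 the differences were -0.15 and -0.14, and among probes well above background they were -0.14 and -0.12. They stayed close in size to the main values, which argues against a noisy array or weak signals as the whole cause. All were past the threshold. However, without mouse 2 or mouse 3, limma gave all chromosomes the same standard error. The adjusted p of these fits, the lowest and the highest above, thus does not rest on the spread of each chromosome. GC content and a biological explanation were not tested.

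As a whole, 3 chromosomes were past the threshold for epithelia minus stroma. Of 10 splits of the arrays, 1 gave as many, the real one, and chance cannot be excluded by this count either. The number depends on single mice: it was 0 without mouse 1, 7 without mouse 2 and 1 without mouse 3. It was 6 among probes well above background, 5 with loess, and 2 with normexp or with the mouse or the slide as a block. With normexp, and without mouse 2 or mouse 3, the count rests on a standard error that was the same for all chromosomes.

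A stretch of 17 probes on chromosome 1, from 69561599 to 71263571, had a mean log2 ratio of -0.91 in the epithelia and was called lower on all 3 epithelial arrays, outside the region the paper discusses. A loss that arose in the epithelia is argued against, since epithelia minus stroma was -0.053, less than the SD of either tissue. The mean was -0.86 in the stroma and below 0 on all 6 arrays, which is consistent with an inherited difference between the Tgfbr2 fspKO mice and the reference DNA. A gain in the reference DNA would look the same.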

How the results depend on the processing

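The runs, the low probes outside the run, the chromosome means and the smoothing of outliers were chosen only after the data were opened or the results were seen, and the other alternatives were set before the data were examined.

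The lowest run of probes of chromosome 4 in the epithelia kept a permutation p under 0.05 in 11 of 11 alternatives, with means from -3.92 to -0.95. Its sign carries no information, since the lowest of all runs was taken. Part of the range reflects run length, since runs of 3, 10 and 20 probes were among the alternatives. The run of 4 probes in the epithelia was -2.496 with normexp and its difference from the stroma -2.24, and the cause was not tested. Without each replicate these were -4.15 to -3.72 and -4.04 to -3.44. In the stroma the run of 4 moved by less than its SD in 9 of 9 alternatives, from -0.39 to 0.0099. The filter on background kept 1 of the 4 probes, so it says little about the run. The lowest run in the stroma passed 0.05 by the permutation test with normexp (-0.49, p 0.0030), with runs of 3 probes (-0.78, p 0.0096) and without replicate 3 (-0.76, p 0.020). Without each replicate it was -0.76 to -0.56, at different places, and the cause was not tested.

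Probes past the adjusted threshold numbered 10 in the epithelia, 2 in the stroma and 7 for the difference, and these counts moved by less than 1.5-fold in 8, 6 and 6 of 12 alternatives. Only probes well above background gave 3 in the epithelia and 2 for the difference, with fewer probes tested. Normexp gave 9 in the stroma, and the cause was not tested. Without each replicate the counts were 0 to 12, 0 to 12 and 0 to 9, with fewer arrays, and 0 in each without replicate 3. The 3 stromal arrays alone gave 1374 (541 higher, 833 lower), since the epithelial arrays no longer add to the spread, with 72 on chromosome 4 and 0 of the 4 probes of the run among them. With the slide as a block the difference gave 0, and with the replicate block 8. The ordinary test per probe gave 0 in each comparison after adjustment, and 1939, 5950 and 2261 probes unadjusted.

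Called stretches numbered 89 in the epithelia and 43 in the stroma. In the epithelia a threshold of 0.15 gave 137 and 0.5 gave 30, by construction, and without each replicate there were 29 to 80, the fewest without replicate 2. In the stroma, normexp gave 70, probes well above background 75, a threshold of 0.5 gave 24, the ADM score 98 and smoothed outliers 68. Without each replicate there were 9 to 43, the fewest without replicate 1. Apart from the thresholds and the fewer arrays, the cause was not tested. The run of 4 probes was not called as such in every alternative: at least 5 probes left it out in mice 1 and 2 by construction, the ADM score called it in mouse 2, and among probes well above background it lay in long stretches.

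Low probes outside the run numbered 7, with 1 under normexp, 0 among probes well above background after each array was centered again on them, and 4 with a limit of -2.5. The other 7 alternatives gave 7 to 10. The mean of chromosome 8 stayed higher in the epithelia than in the stroma in 12 of 12 alternatives. Without each replicate the difference was 0.26 to 0.40, and without replicate 1 it was 0.39 with an adjusted p of 0.107 in limma. The chromosome 18 difference was no longer past the threshold in 6 of 12 alternatives, which were normexp, the density correction, the mouse or the slide as a block, and without replicate 1 or 3. That of chromosome 1 was not in 2 of 12, without replicate 1 or 3.

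Not run were the values and alternatives set for the probes of Cdkn2a, Cdkn2b and Tgfbr2 and for 1 Mb around Cdkn2a and Cdkn2b, since no mm8 gene positions were used here, and the correction for GC content. Signal over background limits the depth of a loss: 3 of the 4 probes of the run were near background in the test channel on at least 2 epithelial arrays. Their log2 ratios can depend on the background correction, which was not tested probe by probe.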

Other observations

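The tests in this part were chosen only after the results were seen.

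Chromosome 4 was lower after the run of 4 probes than before it in all 3 epithelia, by 0.51, 0.50 and 0.44 over 150 probes on each side. The profiles of the epithelia of mice 1 and 2 went opposite ways elsewhere (correlation -0.33 over 353 windows) while their steps had the same sign. So weak a correlation leaves the same sign at many places, so a wave along the genome cannot be told apart by it. Steps as large were found at 0.126% and 0.0945% of autosomal positions in mice 1 and 3, and at 4.79% in mouse 2. A change of copy number beyond the run could underlie the step, as a hypothesis found and tested on the same data. Over the same windows the profile of mouse 2 went opposite to 2 of the 3 stromal arrays as well, so its trend is strong. A trend that is specific to this part of chromosome 4 was not tested.

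Of the probes below -2 outside the run, the epithelia of mouse 1 had 32, those of mouse 2 had 519 and those of mouse 3 had 10. Mice 1 and 3 shared 9 of them, with 0.0076 expected by chance if every probe were equally likely to be low. Mouse 1 shared 7 with mouse 2 and mouse 2 shared 7 with mouse 3, with 0.39 and 0.12 expected. The stroma of mouse 1 shared 3 with the epithelia of each of mice 1, 2 and 3, with 0.0099, 0.16 and 0.0031 expected. The stroma of mice 2 and 3 shared 0 with the epithelia of any mouse. Each pair of stromal arrays shared 2. Low probes were thus shared across the tissues as well, and these counts do not separate the explanations for the shared low probes.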
